# Free Feeding of CpG-Oligodeoxynucleotide Particles Prophylactically Attenuates Allergic Airway Inflammation and Hyperresponsiveness in Mice

**DOI:** 10.3389/fimmu.2021.738041

**Published:** 2021-11-19

**Authors:** Takuma Okajima, Suguru Shigemori, Fu Namai, Tasuku Ogita, Takashi Sato, Takeshi Shimosato

**Keywords:** CpG-ODNs, oral delivery, mouse model of allergic asthma, airway inflammation, airway hyperresponsiveness, pulmonary vein cardiomyocytes, Reg3γ, gut microbiota

## Abstract

CpG-oligodeoxynucleotides (CpG-ODNs) constitute an attractive alternative for asthma treatment. However, very little evidence is available from studies on the oral administration of CpG-ODNs in animals. Previously, we developed acid-resistant particles (named ODNcap) as an oral delivery device for ODNs. Here, we showed that free feeding of an ODNcap-containing feed prophylactically attenuates allergic airway inflammation, hyperresponsiveness, and goblet cell hyperplasia in an ovalbumin-induced asthma model. Using transcriptomics-driven approaches, we demonstrated that injury of pulmonary vein cardiomyocytes accompanies allergen inhalation challenge, but is inhibited by ODNcap feeding. We also showed the participation of an airway antimicrobial peptide (Reg3γ) and fecal microbiota in the ODNcap-mediated effects. Collectively, our findings suggest that daily oral ingestion of ODNcap may provide preventive effects on allergic bronchopulmonary insults *via* regulation of mechanisms involved in the gut-lung connection.

## Introduction

Asthma is a respiratory syndrome characterized by airway hyperresponsiveness (AHR), inflammation, and remodeling (1). Worldwide, asthma causes about 461,000 deaths annually, and the number of patients with asthma is currently estimated to be about 262 million (2); this number is expected to increase to about 400 million by 2025 (3). Therefore, new and effective alternatives to available drugs such as inhaled corticosteroids are needed to prevent and treat asthma.

Adequate exposure to bacterial components such as endotoxins and DNA through pattern recognition receptors (PRRs) may reduce the risk of atopy and asthma development in childhood by activating host innate immunity (4, 5). Based on this idea (the hygiene hypothesis), asthma therapeutics targeting Toll-like receptors (TLRs), a kind of PRR, have been investigated (6). Synthetic oligodeoxynucleotides (ODNs) containing the unmethylated CpG motif (CpG-ODNs) are TLR9 agonists (7). Previous studies using allergic asthma models have shown that CpG-ODNs suppress type 2 T helper cell (Th2)-mediated airway inflammation and dysfunction primarily through the induction of type 1 T helper cell (Th1) or regulatory-type immune responses (6). For example, Sabatel et al. found that intranasal exposure to CpG-ODNs induced the accumulation of regulatory lung interstitial macrophages and helped prevent inflammatory insults within the airway (8). The clinical efficacy of CpG-ODN-based therapy has been reported in adult patients with mild-to-moderate persistent allergic asthma (9). These findings strongly suggest that CpG-ODNs have promise as nucleic acid therapeutic agents for the prevention of asthma.

Although CpG-ODNs exert outstanding immunological functionality that may provide beneficial effects in the prevention and treatment of allergic asthma, their value as an oral formulation remains unclear. In 2015, we developed a new material (named ODNcap) to realize the oral delivery of ODNs, including CpG-ODNs. ODNcap, which is a nano- to micro-sized carbonate apatite-based ODN-embedded particle, exhibits excellent protection of ODNs against artificial gastric juice, DNase, and autoclaving (10). In addition, we have shown that orally administered ODNcap reaches the intestinal mucosa, where these particles are taken up by macrophages residing in the Peyer’s patches, subsequently triggering immune responses in mice. Therefore, we postulated that ODNcap is an attractive new candidate for the development of a CpG-ODN-based oral formulation for the treatment of allergic asthma.

In this study, we evaluated the preventive effect of free feeding of ODNcap-containing feed (ODNcap-F) on the pathologies of an ovalbumin (OVA)-induced mouse model of allergic asthma. We choose free feeding to deliver ODNcap orally because this method does not cause pain or stress to the animals and supports the concept of “edible CpG-ODNs”. We also explored the mechanism(s) of action of ODNcap feeding using omics-driven approaches.

## Materials and Methods

### Oligodeoxynucleotides

Endotoxin-free, desalted, and phosphorothioated class-B CpG-ODNs [MsST (11)] were synthesized by GeneDesign, Inc. (Osaka, Japan). MsST was reconstituted in endotoxin-free water and sterilized by passage through a 0.22-μm pore microfilter. The sequence of MsST was as follows: 5′-CAGGACGTTGTATCACTGAA-3′.

### Preparation of ODNcap-F and Cap-F

MsST encapsulated in carbonate apatite-based particles was prepared using a modification of a previously established method (10, 12, 13). First, 1 M CaCl_2_ (900 μL) was mixed with 30 mL of inorganic solution (44 mM NaHCO_3_, 0.9 mM NaH_2_PO_4_, 25 mM D-glucose, pH 7.5) containing 6 mg MsST, and the mixture was allowed to stand for 60 min at 37°C. The suspension then was centrifuged at 700 g for 5 min, and the pellet was washed and freeze-dried. The control particles (Cap) were prepared without ODN by the same procedure. Finally, the pellet (1 mg) was blended with a commercial mouse powder feed (1 g, MF, Oriental Yeast, Tokyo, Japan) to prepare ODNcap-feed (ODNcap-F) or Cap-feed (Cap-F).

### Ethics and Procedures for the *In Vivo* Experiments

All experimental procedures were carried out in accordance with the Regulations for Animal Experimentation of Shinshu University, and the animal protocol was approved by the Committee for Animal Experiments of Shinshu University (No. 280063).

Female BALB/c mice (4 weeks of age) were purchased from Japan SLC (Shizuoka, Japan), housed under temperature- and light-controlled conditions, and fed a standard diet (MF, Oriental Yeast) and sterile water *ad libitum*. After preliminary housing for 2 weeks, we established the following four experimental groups (*n* = 6/experiment): non-treatment (NT), standard diet-feed (Ctrl-F), Cap-F, and ODNcap-F. Three independent experiments (Exp. 1 to 3) were performed.

The experimental protocol is shown schematically in **Figure 1**. Briefly, mice were fed the standard or customized feeds freely for 70 days. An OVA-induced allergic airway inflammation model was used by modification of a previously established method (14). Mice were immunized on Days 42, 49, and 56 with OVA (Sigma-Aldrich, St. Louis, MO, USA) by intraperitoneal injection of 1 μg OVA adsorbed to 2 mg of aluminum oxide gel. From Days 63 to 69, mice were exposed (once daily for 30 min/day) to an aerosol of 2% OVA in phosphate-buffered saline; exposure employed an ultrasonic nebulizer (NE-U17; OMRON, Kyoto, Japan). On Day 70, 24 h after the last OVA inhalation, mice were subjected to different procedures as follows: in Exp. 1 and 2, mice were euthanized to collect serum, feces, bronchoalveolar lavage fluid (BALF), and lungs; in Exp. 3, mice were tracheostomized under anesthesia to measure the lung mechanics.

**Figure 1:**
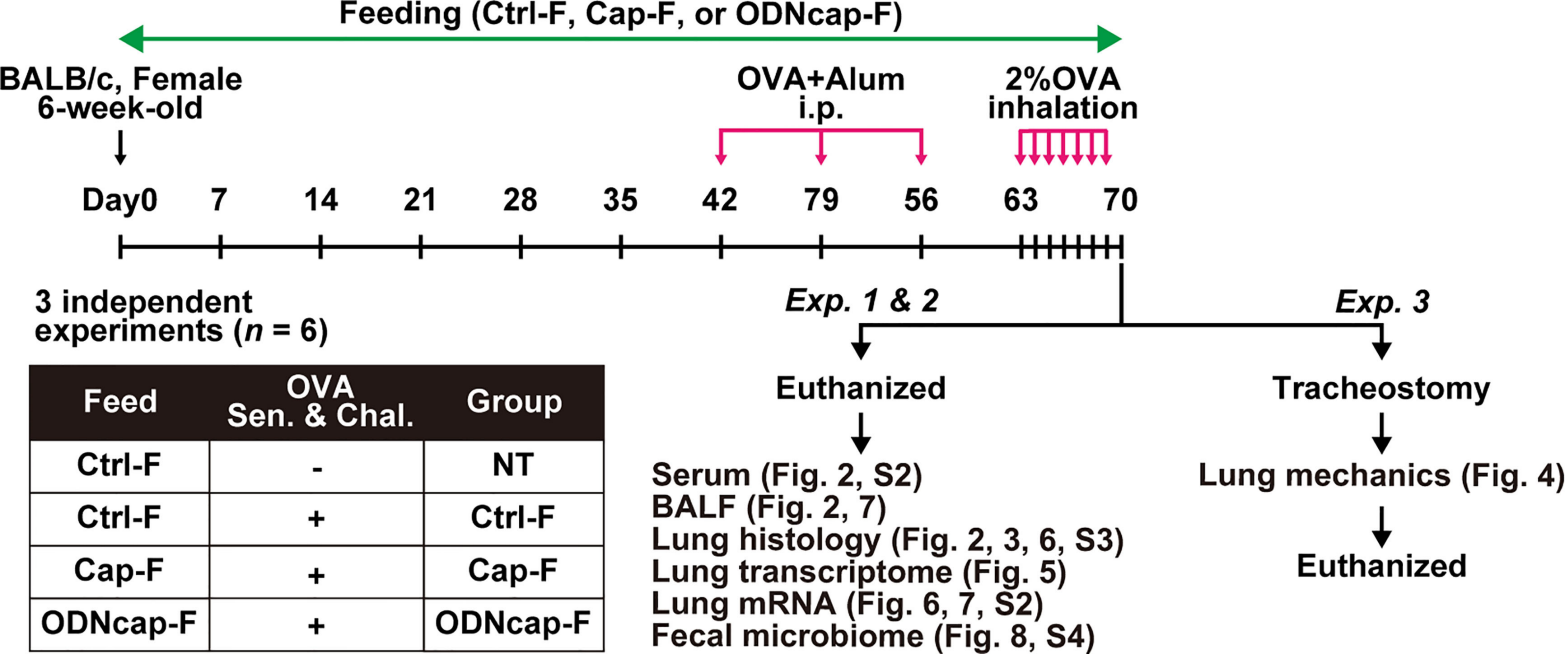
Schematic protocol for the *in vivo* experiments. OVA, ovalbumin; Alum, aluminum oxide gel; i.p., intraperitoneal injection; Sen. & Chal., sensitization and challenge; Ctrl-F, standard feed; Cap-F, control particle-containing feed; ODNcap-F, CpG-oligodeoxynucleotide particle-containing feed; Exp., experiment; BALF, bronchoalveolar lavage fluid.

### Enzyme-Linked Immunosorbent Assay

Levels of OVA-specific IgG_1_ and cytokines in serum and BALF were quantified using commercial enzyme-linked immunosorbent assay (ELISA) kits (IgG_1_: Cayman Chemical, Ann Arbor, MI, USA; cytokines: eBioscience, San Diego, CA, USA) according to the manufacturers’ instructions. Quantification of OVA-specific IgG_2a_ was performed according to a previously established procedure (15).

### Real-Time Quantitative PCR

Total RNA was isolated from the lungs with TRIzol Reagent (Life Technologies, Carlsbad, CA, USA), and then was reverse-transcribed using PrimeScript RT Master Mix (Takara Bio, Shiga, Japan) according to the manufacturers’ instructions. Real-time quantitative PCR was performed with a Thermal Cycler Dice Real Time System II (TaKaRa Bio) using TB Green Premix Ex Taq II (TaKaRa Bio) as described previously (16). The optimized primers for target-specific amplification were purchased from Perfect Real Time Support System (TaKaRa Bio), except for *Il22ra1-* (17), *Reg3g-* (18), and *Extl3*-specific (17) primers that were synthesized by Integrated DNA Technologies (Coralville, IA, USA).

### Flow Cytometric Analysis

The number of BALF cells was counted by trypan blue staining. We omitted the NT group from this analysis because the total number of BALF cells in that group was excessively low (< 1×10^5^ cells; **Figure 2A**). BALF cells were fixed in 4% paraformaldehyde. The fixed cells (1×10^5^ cells/tube) then were stained with fluorescein isothiocyanate (FITC)-conjugated rat anti-mouse CD11b (1/1,000; 101205; BioLegend, San Diego, CA, USA), FITC-conjugated rat anti-mouse Ly6G (1/100; 127606; BioLegend), Alexa Fluor 488-conjugated rat anti-mouse CD3 (1/100; 100210; BioLegend), Alexa Fluor 488-conjugated rat anti-mouse CD19 (1/100; 115521; BioLegend), Alexa Fluor 488-conjugated mouse anti-mouse NK1.1 (1/100; 108718; BioLegend), phycobiliprotein (PE)-conjugated rat anti-mouse SiglecF (1/100; 552126; BD Biosciences, Franklin Lakes, NJ, USA), PE/Cyanine5-conjugated rat anti-mouse CD11b (1/100; 101210; BioLegend), and/or peridinin-chlorophyll-protein-conjugated hamster anti-mouse CD11c (1/200; 117326; BioLegend) antibodies for 60 min at 4°C. The cells then were washed, and the numbers of eosinophils (CD11b^+^ CD11c^–^ SiglecF^+^), neutrophils (CD11b^+^ Ly6G^+^), lymphocytes (CD3^+^ CD19^+^ NK1.1^+^), and monocytes (CD11c^+^) were determined using a flow cytometer (FACSCalibur, BD Biosciences). All data were analyzed using FlowJo software (ver. 10.3; FlowJo, LLC, Ashland, OR, USA).

**Figure 2:**
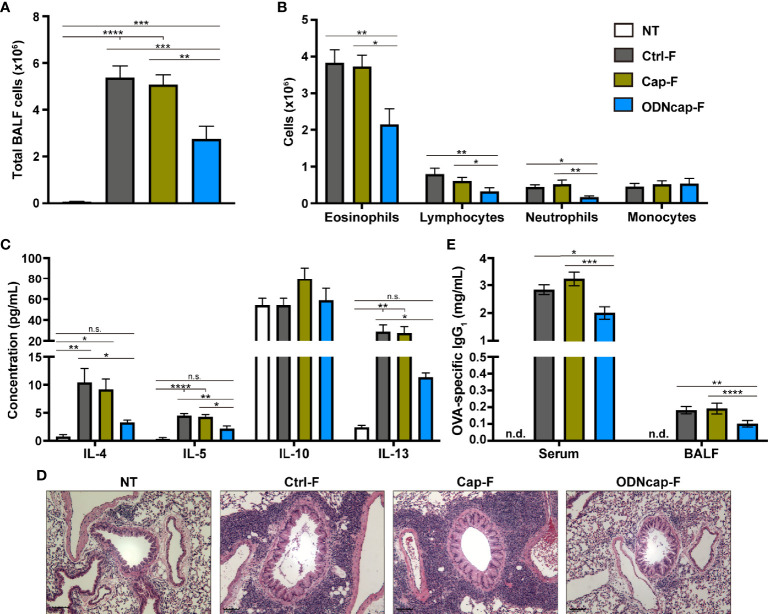
ODNcap-F attenuates allergic airway inflammation. Bronchoalveolar lavage fluid (BALF), serum, and lung sections were prepared on Day 70. **(A)** Total BALF cells were counted by trypan blue staining (*n* = 12). **(B)** Flow cytometric analysis was performed to determine the proportions of eosinophils, neutrophils, lymphocytes, and monocytes in BALF (*n* = 12). **(C)** BALF levels of cytokines were measured by enzyme-linked immunosorbent assay (*n* = 6). **(D)** Representative images of hematoxylin-eosin-stained sections (*n* = 6). Scale bars, 100 μm. **(E)** Serum and BALF levels of ovalbumin (OVA)-specific immunoglobulin G_1_ (IgG_1_) were measured by enzyme-linked immunosorbent assay (*n* = 12). n.d., not detected. Data are shown as the mean ± standard error of the mean. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05; n.s., not significant by two-tailed one-way analysis of variance and *post hoc* Tukey’s tests.

### Histopathology and Immunohistochemistry

Lungs were fixed in 10% buffered formalin, embedded in paraffin wax, and sectioned (5 μm) according to standard procedures. Hematoxylin and eosin (HE) or periodic acid-Schiff (PAS) staining of the sections was performed according to standard procedures (10, 19). Histopathologic evaluation was performed on the HE-stained sections. PAS-stained sections were used to assess goblet cell hyperplasia. A ranking system (0: none, 1: rare, 2: mild, 3: moderate, 4: intermediate between moderate and gross, 5: gross, and 6: very gross) was employed to score the PAS-positive area around the bronchioles. Immunohistochemistry was performed to detect pulmonary vein cardiomyocytes (PVCs). The deparaffinized sections were subjected to antigen retrieval by microwave irradiation in 10 mM citrate buffer for 10 min. Endogenous alkaline phosphatases and non-specific absorption of antibodies were blocked with Endogenous Peroxidase and Alkaline Phosphatase Blocking Solution (Vector Laboratories, Burlingame, CA, USA) and Blocking One Histo (Nacalai Tesque), respectively. The sections then were reacted with mouse anti-cardiac muscle troponin T (cTnT) (1/40; MA5-12960; Thermo Fisher Scientific) or mouse isotype control (1/1,000; 31903; Thermo Fisher Scientific) antibodies overnight at 4°C. The reaction was detected with ImmPRESS-AP Horse Anti-Mouse IgG Polymer Reagent (Vector Laboratories) and alkaline phosphatase substrate solution (Vector Laboratories) according to the manufacturer’s instructions. All sections were observed by light microscopy (BZ-X800; KEYENCE, Osaka, Japan).

### Assessment of Airway Hyperresponsiveness to Methacholine

Mice were tracheostomized under anesthesia and connected to a ventilator (flexiVent; SCIREQ, Montreal, Canada) to assess responsiveness to methacholine according to a previously established procedure (20). Mice were then exposed to nebulized methacholine (0, 3, 10, and 30 mg/mL), and respiratory system resistance (Rrs) values were monitored after each methacholine challenge using the snapshot technique. All data were analyzed using the flexiWare software (ver. 7.6).

### Lung Transcriptome Profiling

Total RNA was isolated from the lungs of eight mice (two mice/group). Transcriptome profiling based on DNA microarray analysis was performed by Macrogen Japan (Kyoto, Japan) using the SurePrint G3 Mouse Gene Expression 8x60 K platform (Agilent, Santa Clara, CA, USA). The microarray results were extracted using Agilent Feature Extraction software (ver. 11.0) (Agilent), and then log-transformed and normalized using the quantile method. A total of 32,312 probes were identified in the filtered data. The statistical significance of the expression data was determined using the local-pooled-error test and fold change. The false discovery rate (FDR) was controlled by adjusting the *P* values using the Benjamini-Hochberg algorithm. All data analyses were conducted using R software (ver. 3.2.1) (21).

### Western Blotting

BALF samples were boiled in an equal volume of 2× sample buffer (Wako, Osaka, Japan) for 5 min. A 20-μL aliquot was resolved by sodium dodecyl sulfate-polyacrylamide gel (15% polyacrylamide) electrophoresis. The resolved bands were transferred from the gel onto a polyvinylidene difluoride membrane (GE Healthcare, Amersham, UK). The membrane was blocked with 3% skim milk for 60 min at room temperature. The blots then were reacted with rabbit anti-regenerating islet-derived protein 3 gamma (Reg3γ) antibody (1/500; SAB4301004; Sigma-Aldrich) overnight at 4°C, and were further incubated with horseradish peroxidase-conjugated donkey anti-rabbit IgG antibody (1/5,000; 406401; BioLegend) for 60 min at room temperature. The reaction was detected with a lumino-image analyzer (ImageQuant LAS 500; GE Healthcare) with ECL Prime Western Blotting Detection Reagent (GE Healthcare). Densitometric analysis of the signals was performed with ImageJ software (ver. 1.53a) (22).

### 16S Ribosomal RNA Gene Amplicon Sequencing

DNA was isolated from fecal samples using the QIAamp Fast DNA Stool Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The 16S V3–V4 region of the fecal DNA was amplified as described previously (23, 24). The amplicon was barcoded and enriched by PCR using the Nextera XT Index Kit (Illumina, San Diego, CA, USA), and then purified and quantified. A pool containing equivalent quantities of the barcoded V3–V4 amplicons from each sample was sequenced (by TaKaRa Bio) using a MiSeq instrument (Illumina) to generate paired-end (2×250 bp) Illumina-sequencing data. The QIIME2 pipeline (ver. 2019.1) (25) was employed to process and analyze the data. The demultiplexed raw sequences were filtered by trimming primer sequences, removing low-quality and chimeric reads, joining paired-end reads, and identifying and enumerating amplicon sequence variants (ASVs) using the q2-dada2 plugin. The resultant data were aligned to build a phylogenetic tree using the q2-phylogeny plugin. The q2-diversity plugin was used to compute and statistically analyze the α and β diversity metrics of the aligned data. ASVs were referred to a trained classifier (gg-13-8-99-nb-classifier.qza) using the q2-feature-classifier plugin to assign taxonomy. The denoised data contained 3,991,059 high-quality reads from 48 samples (median: 87,864 reads/sample). The data of three samples that were identified as having excessively low read numbers were abrogated. The data were then rarefied to 55,682 reads per sample in the diversity analyses.

### Statistical Analysis

The statistical analyses of the microarray data and the diversity metrics of the fecal microbiome are described in the subsections titled “Lung transcriptome profiling” and “16S ribosomal RNA gene amplicon sequencing”, respectively. Other statistical analyses were performed using a statistical software package (GraphPad Prism 8; GraphPad Software, San Diego, CA, USA). Two-tailed one-way analysis of variance followed by Tukey’s tests or the Kruskal–Wallis test with Dunn’s multiple comparisons was used to determine the significance of the differences. Differences between groups in the lung mechanics data were analyzed using a mixed effects model for repeated measures; the *P* values were adjusted using an FDR method. Correlations between the relative abundance of fecal bacteria and OVA-specific IgG_1_ levels were identified using Spearman’s correlation. Differences at *P* < 0.05 were considered significant.

## Results

### ODNcap-F Attenuates Allergic Airway Inflammation

Allergen-induced airway inflammation represents an important pathology in allergic asthma and is mediated primarily by the Th2 immune response (1). Therefore, we investigated the effect of free feeding of ODNcap-F on the prevention of OVA-induced airway inflammation in mice. The body weight and feed consumption of each mouse were comparable among all groups over the course of the study (**Supplementary Figure 1**). Signatures of Th2-mediated inflammation in BALF, lungs, and serum were analyzed on Day 70. The total number of BALF cells was increased similarly in Ctrl-F and Cap-F compared to the non-treated healthy control group (NT) (**Figure 2A**). This increase was suppressed significantly in ODNcap-F (**Figure 2A**). Flow cytometric analysis of BALF cells showed a significant decrease in the number of eosinophils, neutrophils, and lymphocytes in ODNcap-F compared to Ctrl-F and Cap-F (**Figure 2B**). Th2 cytokines (interleukin [IL]-4, IL-5, and IL-13) in BALF accumulated to significantly higher levels in Ctrl-F and Cap-F compared to NT, whereas the levels of these cytokines were comparable between NT and ODNcap-F (**Figure 2C**). In histopathological analysis with HE-stained lung sections, similar patterns of massive infiltration of inflammatory cells around the bronchi were observed in Ctrl-F and Cap-F, but were suppressed in ODNcap-F (**Figure 2D**). OVA-specific immunoglobulin G_1_ (IgG_1_) was detected in the serum and BALF of OVA-sensitized/challenged mice, while the level of these antibodies was significantly reduced in ODNcap-F compared to Ctrl-F and Cap-F (**Figure 2E**). Collectively, these results showed that free feeding of ODNcap-F prophylactically suppresses OVA-induced Th2 responses and inflammation.

Previous reports have demonstrated that CpG-ODNs strongly induce the Th1 immune response to counteract to the Th2-biased response (26–28). Therefore, we measured levels of OVA-specific IgG_2a_ in the serum and interferon-gamma (IFNγ) in BALF, as well as the expression of IFNγ-encoding (*Ifng*) mRNA in the lungs, as markers of Th1-mediated responses. Unexpectedly, the serum level of OVA-specific IgG_2a_ was comparable among OVA-sensitized/challenged groups (**Supplementary Figure 2A**). The BALF level of IFNγ was under the detection limit in all mice (data not shown). *Ifng* expression in the lungs was significantly upregulated in Ctrl-F and Cap-F compared with NT, whereas the *Ifng* transcript level in ODNcap-F resembled the baseline level (**Supplementary Figure 2B**). The levels in BALF of IL-10, a key mediator of the regulatory-type immune response (29), were comparable among all groups (**Figure 2C**). These results suggested that the attenuation of allergic airway inflammation by ODNcap-F feeding may not be involved in inducing the protective Th1- and IL-10-mediated counter-immunity.

### ODNcap-F Attenuates Bronchial Goblet Cell Hyperplasia

Airway remodeling accompanied by goblet cell hyperplasia in airway epithelia also contributes to the pathogenesis of asthma (1). We observed PAS-stained lung sections to evaluate mucin production from goblet cells in the bronchi (**Figure 3**). PAS-positive cells in the bronchial epithelia were prominent in Ctrl-F and Cap-F, but were significantly decreased in ODNcap-F (**Figure 3**). These results showed that free feeding of ODNcap-F attenuates the development of goblet cell hyperplasia and mucus hyperproduction in the airways of OVA-sensitized/challenged mice.

**Figure 3:**
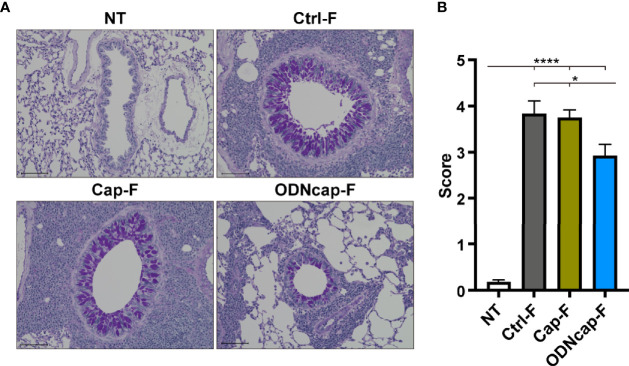
ODNcap-F attenuates bronchial goblet cell hyperplasia. Lung sections were prepared on Day 70. **(A)** Representative images of periodic acid-Schiff (PAS)-stained sections (*n* = 6). Scale bars, 100 μm. **(B)** The PAS-positive area around the bronchi was scored using the ranking system described in the Materials and Methods (*n* = 6). Six to eight bronchi per animal were assessed to obtain the average individual score. Data are shown as the mean ± standard error of the mean. ****P < 0.0001; *P < 0.05 by two-tailed one-way analysis of variance and *post hoc* Tukey’s tests.

### ODNcap-F Attenuates Airway Hyperresponsiveness

To investigate the effect of free feeding of ODNcap-F on AHR, we evaluated airway responsiveness to methacholine challenge using the forced oscillation technique. The values of respiratory system resistance (Rrs) (**Figure 4**) in Ctrl-F were increased by methacholine challenges, and these effects were dose dependent. The values of Rrs in Cap-F were comparable to those in Ctrl-F. The Rrs values in ODNcap-F remained at baseline even with methacholine challenge. These results showed that free feeding of ODNcap-F attenuates OVA-induced AHR.

**Figure 4:**
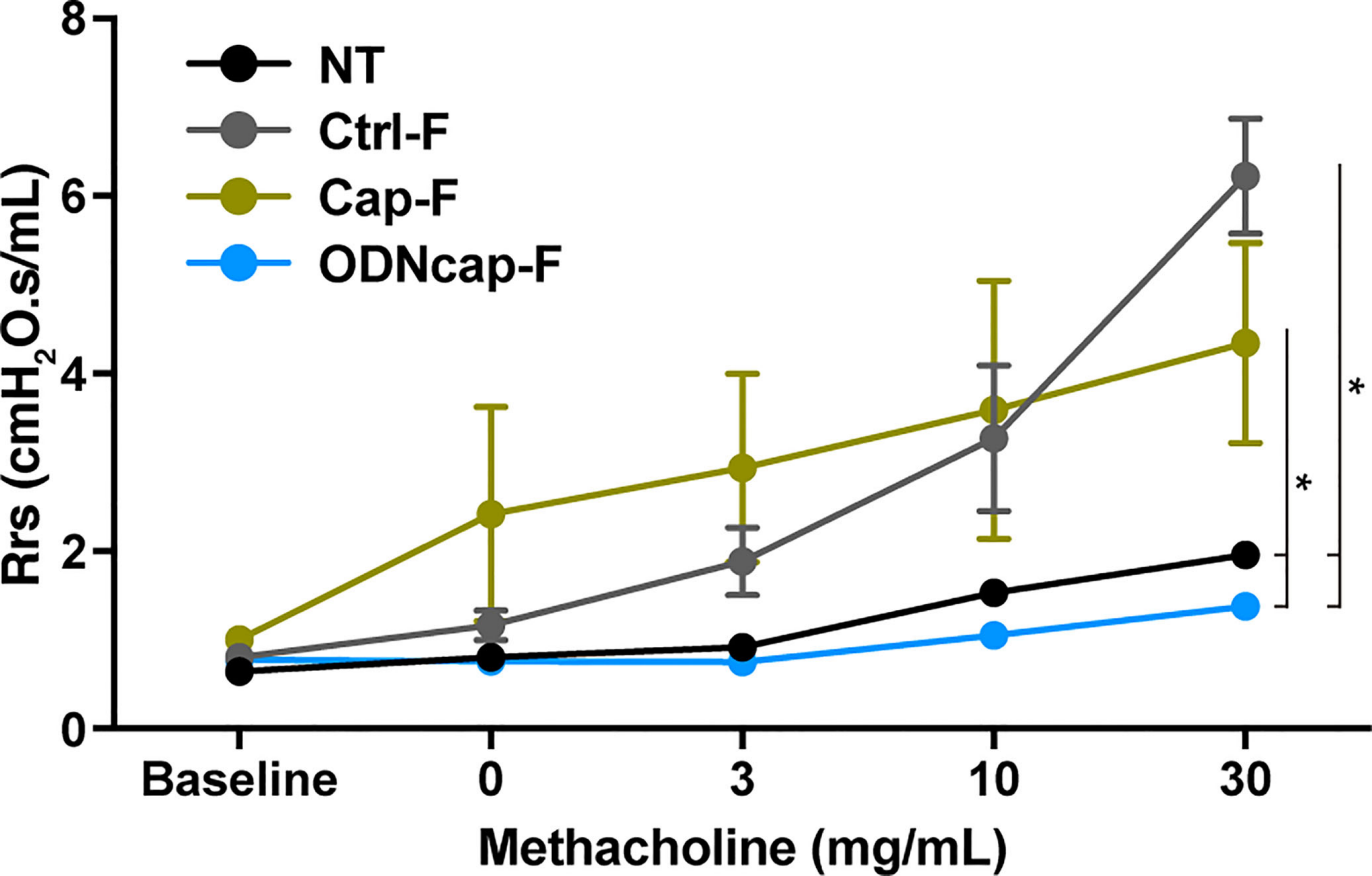
ODNcap-F attenuates airway responsiveness to methacholine. On Day 70, anesthetized mice were connected to a ventilator and then sequentially exposed to various inhaled concentrations of methacholine (0 to 30 mg/mL). Measurements of respiratory system resistance (Rrs) were monitored (*n* = 6). Data are shown as the mean ± standard error of the mean. *P < 0.05 by mixed effects model for repeated measures. The *P* values were adjusted using an FDR method.

### ODNcap-F Alters the Lung Transcriptome in OVA-Sensitized/Challenged Mice

To elucidate the suppressive mechanism(s) of action of ODNcap-F in OVA-induced airway insults, we analyzed the lung transcriptome using DNA microarray analysis. 

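Lung RNA of 8 female mice, 2 from each of NT, Ctrl-F, Cap-F and ODNcap-F, was collected on Day 70 of feeding and hybridized to 8 arrays on 1 slide, 1 mouse per array. The authors deposited the scanner output of each array, which gives the background-subtracted intensity of every spot and flags set by the scanner software, and 1 table of values on the log2 scale after quantile normalization. The table holds 32312 probes, each well above background on all 8 arrays. Log2 values recomputed here from the intensities of the same probes differed from it by a median of 3.23e-07 and at most 0.12. On single arrays, between 61.3% and 65.0% of 56605 probes were well above background, and the median intensity lay between 62.7 and 74.9. No spot was saturated. The values below come from the intensities, after log2 transformation and quantile normalization over the 8 arrays. Spots that the software flagged as outliers were set to missing. Probes well above background on both arrays of at least 1 group were kept, which left 37116 probes for 28992 genes or unnamed transcripts. All 8 arrays entered 1 limma fit, which compares group means and moderates the variance of each probe with that of all probes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. The local-pooled-error test, which takes the variance of a probe from probes of similar intensity in the same group, was rebuilt from its definition and run as an alternative. Where a gene had several probes, the brightest stands for it. The correlation over probes between the 2 mice of a group was 0.996 in NT and 0.994 in Ctrl-F, Cap-F and ODNcap-F. More than 2-fold apart between the 2 mice were 408 probes in NT, 627 in Ctrl-F, 713 in Cap-F and 692 in ODNcap-F. The NT and Ctrl-F arrays lay in row 1 of the slide and the Cap-F and ODNcap-F arrays in row 2, so that a row effect and the group cannot be told apart for comparisons across these rows. With 2 mice per group, exact permutation of 1 gene's values gives no two-sided p below 0.333, and the number of arrays limits the precision.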

Although this analysis was conducted with few replicates (two mice/group), we identified 108 genes that were differentially expressed among the OVA-sensitized/challenged groups (**Figure 5A**). 

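No gene differed between ODNcap-F and Ctrl-F at an adjusted p under 0.05 in limma, with a smallest adjusted p of 0.0881. At an unadjusted p under 0.05, 223 genes did, and the local-pooled-error test called 138 from the same values and 69 from the deposited table. Between ODNcap-F and Cap-F, limma called 1 gene, against 221 at an unadjusted p, 112 by the local-pooled-error test and 62 by that test on the deposited table. For Cap-F against Ctrl-F these counts were 1, 325, 150 and 98. The union over these 3 comparisons was 1 gene in limma, 576 genes at an unadjusted p, which moved the count most, 280 genes in the local-pooled-error test, and 171 with the latter on the deposited table. The gene limma called in both comparisons of Cap-F was the transcript AK048705, named here after its value was seen. Its probe was well above background in both Cap-F mice only, at log2 values of 4.59 and 4.54, so its signal was at least 1.46-fold higher than in Ctrl-F and at least 1.36-fold higher than in ODNcap-F. Without 1 mouse, limma called between 0 and 5 genes for ODNcap-F against Ctrl-F, and 5 were reached without ODNcap-F mouse 1. Between ODNcap-F and Cap-F the corresponding range was 1 to 8, the highest again without ODNcap-F mouse 1, and between Cap-F and Ctrl-F 1 to 7, the highest without Ctrl-F mouse 1. In data simulated in this design, 200 probes were changed by 2 to 5 on the log2 scale. Limma recovered 192 with 10 false calls and the local-pooled-error test 199 with 246 false calls. The simulation drew the spread of each probe from the distribution limma fitted, whatever its intensity, which favors limma. With no change, the local-pooled-error test called a median of 220.5 genes there for ODNcap-F against Ctrl-F, beside 138 on the arrays. These counts therefore do not rank the tests on the arrays.

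**Figure D1:**
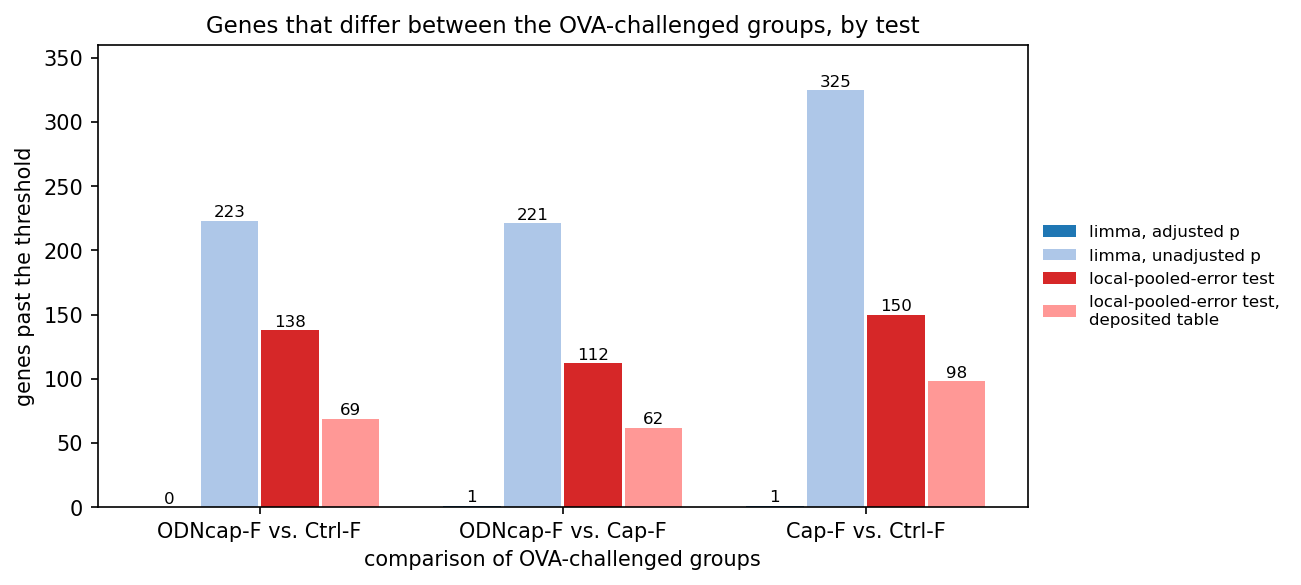
Number of genes past the threshold (y axis) in each comparison of the OVA-challenged groups (x axis), by test, with a fold change over 2 in every case. Limma with adjusted p calls 0, 1 and 1 genes, and the local-pooled-error test 138, 112 and 150.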

Significantly upregulated and downregulated genes are visualized in **Figures 5B, C**, respectively. 

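Of the genes past an unadjusted p of 0.05 in limma, 146 were higher and 77 lower in ODNcap-F than in Ctrl-F, 117 were higher and 104 lower in ODNcap-F than in Cap-F, and 189 were higher and 136 lower in Cap-F than in Ctrl-F. With the local-pooled-error test on the deposited table, the genes called higher and lower numbered 53 and 16 for ODNcap-F against Ctrl-F, 41 and 21 for ODNcap-F against Cap-F, and 67 and 31 for Cap-F against Ctrl-F. Figure 5B names 22 genes in its overlaps. The study chose them on these same arrays, so their direction here is not independent evidence. Going by the brightest probe, 21 of the 22 were higher in ODNcap-F than in Ctrl-F, 17 of them by more than 2-fold. In the other comparisons the figure gives for them, 14 of 16 were higher in ODNcap-F than in Cap-F and 12 of 12 were higher in Cap-F than in Ctrl-F. Pygo2, Sh3tc2 and Sbf1 each had 2 probes that differ. The brighter probe of Pygo2 changed by -0.076 on the log2 scale between Ctrl-F and ODNcap-F and the dimmer one by 1.11, at mean log2 signals of 13.25 and 4.67. For Sh3tc2 these changes were 0.053 and 1.03, and the brighter probe of Sbf1 changed by 0.030 while its dimmer one rose more than 2-fold. Cfd, which encodes complement factor D, had the largest change of the 22, with log2 values of 6.72 ± 2.20 in Ctrl-F and 10.60 ± 0.70 in ODNcap-F (SD, n = 2 mice). Its log2 fold change of 3.88 had a standard error of 1.33 and an adjusted p of 0.740 in limma. The 2 Ctrl-F mice stood at 5.17 and 8.27 and the 2 Cap-F mice at 7.38 and 10.56.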

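The 9 genes Myh6, Myl4, Myl1, Tcap, Tnni3, Tnnt2, Ttn, Nppa and Tnnt3 were well above background on all 8 arrays. The paper lists them under cardiac muscle contraction, and they encode myosin chains, troponins and other proteins. Their log2 fold changes in ODNcap-F against Ctrl-F ran from 0.38 for Tnnt3 to 2.96 for Myh6, with a median of 1.77. In 8 of the 9 the change exceeded 2-fold, and all 9 had both ODNcap-F mice above both Ctrl-F mice, where chance separates 33.3% of genes completely, in either direction, with 2 mice against 2. The adjusted p in limma lay between 0.702 and 0.760, so none passed it, while 6 passed an unadjusted p of 0.05. Nppa (NM_008725) had the smallest p, with log2 values of 5.68 ± 0.24 in Ctrl-F and 7.76 ± 0.70 in ODNcap-F (SD, n = 2 mice). Tcap (NM_011540) rose from 7.89 ± 0.24 to 9.83 ± 0.60 on the same scale. Against Cap-F the 9 genes had a median log2 fold change of 0.75, from 0.12 to 1.72, and 0 passed an unadjusted p in limma, with adjusted p between 0.397 and 0.832. Only Tcap had both ODNcap-F mice above both Cap-F mice. The 2 Cap-F mice differed from each other by more than the ODNcap-F and Ctrl-F means did for most of these genes: the log2 value of Myh6 was 3.73 higher in Cap-F mouse 2 than in Cap-F mouse 1, that of Tnnt2 3.00 higher and that of Ttn 1.87 higher.

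**Figure D2:**
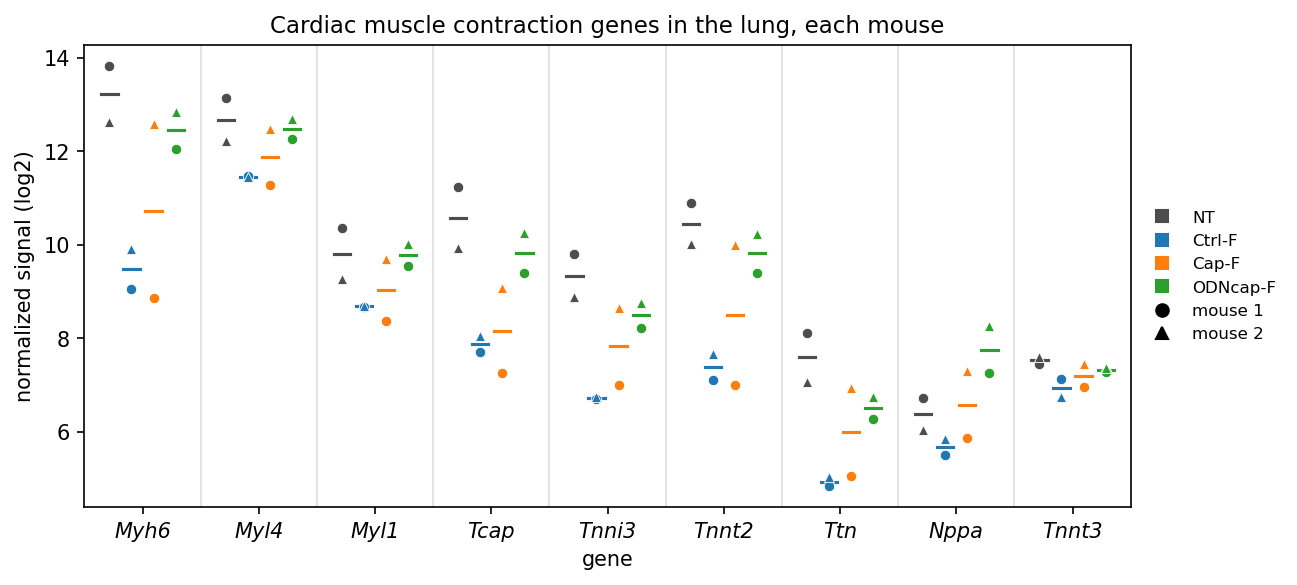
Normalized log2 signal (y axis) of 9 genes (x axis) in each of the 8 mice, with a horizontal line at the mean of the 2 mice of a group. For each gene the 2 ODNcap-F mice lie above the 2 Ctrl-F mice, and the 2 Cap-F mice lie apart, by 3.73 for Myh6.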

Interestingly, gene ontology analysis showed that genes related to cardiac muscle contraction (GO:0060048; *Myh6*, *Myl4*, *Myl1*, *Tcap*, *Tnni3*, *Tnnt2*, *Ttn*, *Nppa*, and *Tnnt3*) were significantly upregulated in ODNcap-F compared to Ctrl-F, Cap-F, or both. Further analyses revealed that genes preferentially or highly expressed in cardiac muscle [specifically, *Myl7* (30), *Myom2* (31), *Sln* (32), *Pgam2* (33), *Cox8b* (34), *Myh7b* (35), and *Fabp3* (36)] also were upregulated in ODNcap-F (**Figures 5A, B, D**). In contrast, the levels of all of these transcripts were decreased in Ctrl-F compared to NT (**Figure 5D**). 

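Myl7, Myom2, Sln, Pgam2, Cox8b, Myh7b and Fabp3 had log2 fold changes from 1.16 for Fabp3 to 2.92 for Sln in ODNcap-F against Ctrl-F, with a median of 1.49, and in all 7 both ODNcap-F mice were above both Ctrl-F mice. Of these, 5 passed an unadjusted p of 0.05 in limma and none an adjusted one (0.736 to 0.792). Together with the 9 contraction genes, 16 of 16 were higher in ODNcap-F than in Ctrl-F, at a median log2 fold change of 1.68. Adjusted over the list alone, 0 of the 16 passed 0.05 in limma, with a smallest value of 0.0724, beside 11 at an unadjusted p and 15 called by the local-pooled-error test. The study chose these genes on these arrays, so a test of the list is not independent evidence. The rotation test fry, which keeps the correlation between genes, gave an unadjusted p of 0.0893 for the 16 genes as a set and an adjusted p of 0.295 over 96 tests of lists. In the camera test, which presets that correlation, the unadjusted p was 4.99e-13. Camera also called the set, without adjustment, in ODNcap-F against Cap-F, in Cap-F against Ctrl-F and in Cap-F against NT. None of these calls held under fry with all arrays. Background correction by normexp lowered the median most, to 1.20. In Cap-F the levels of all 16 genes were higher in mouse 2 than in mouse 1, by a median of 1.72 on the log2 scale and by 0.49 to 3.95. Cap-F mouse 1 lay within or below the range of the 2 Ctrl-F mice for 13 of the 16 genes, and Cap-F mouse 2 at or above the lower ODNcap-F mouse for 15. The median for ODNcap-F against Cap-F was 1.09 over the 16 genes, 0.042 without Cap-F mouse 1 and 1.83 without Cap-F mouse 2.

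**Figure D3:**
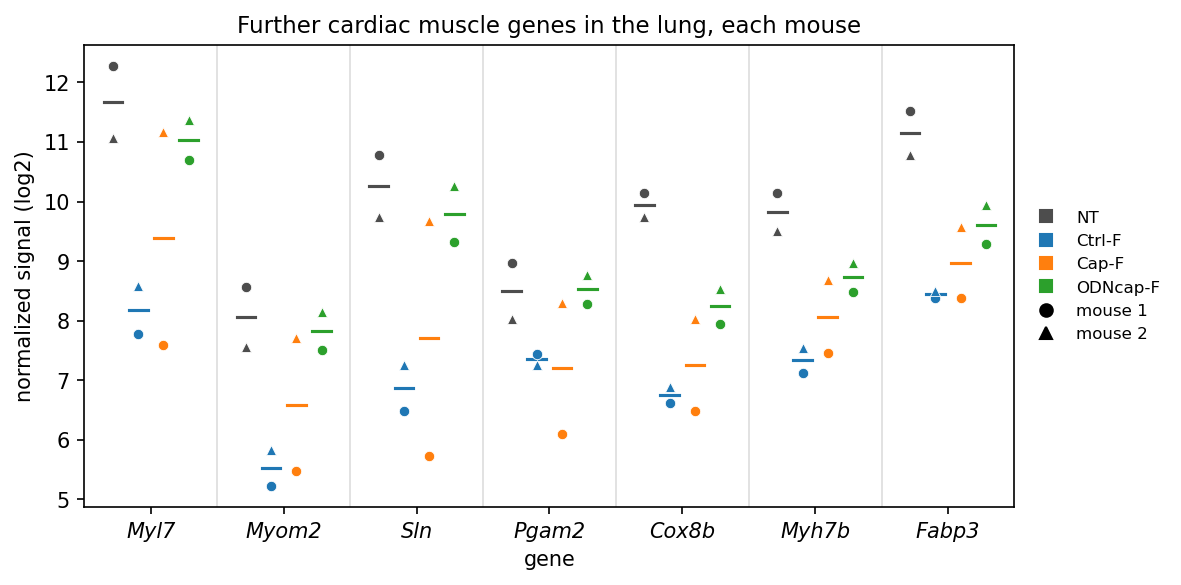
Normalized log2 signal (y axis) of the 7 further genes (x axis) in each of the 8 mice, with a horizontal line at the mean of each group. Both ODNcap-F mice lie above both Ctrl-F mice for each gene, and Cap-F mouse 2 lies above Cap-F mouse 1.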

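All 16 genes were lower in both Ctrl-F mice than in both NT mice, with a median log2 fold change of -2.64 and changes from -3.74 to -0.59. In limma, 11 of them had an adjusted p under 0.05, 10 of these with a change over 2-fold, and 13 passed when adjusted over the list alone. The count of 10 became 4 without NT mouse 1 or without Ctrl-F mouse 1, 5 without Ctrl-F mouse 2, 8 without NT mouse 2 or either ODNcap-F mouse, 13 without either Cap-F mouse and 6 with no filter on background. The count was 12 with normexp, an intensity trend, the deposited table or only probes well above background on all arrays. A fit of only these groups gave 13 and the local-pooled-error test 14. Nppa, Myl4, Myl1, Sln and Pgam2 did not pass the adjusted p over all genes. Cox8b (NM_007751) had the smallest p, with log2 values of 9.94 ± 0.29 in NT and 6.75 ± 0.20 in Ctrl-F (SD, n = 2 mice) and an adjusted p of 0.00247 in limma. Fabp3 fell from 11.15 to 8.45 and Myh7b from 9.82 to 7.33 on the log2 scale. For the 16 genes as a set, fry gave an adjusted p of 0.147 over the same tests of lists, and an unadjusted p of 0.0397. That unadjusted p lay between 0.0116 and 0.175 with 1 mouse left out, the highest without NT mouse 1. The median over all probes was -0.096 in Ctrl-F against NT and -0.11 in ODNcap-F against NT. The paper states that the allergen challenge lowered these transcripts and that ODNcap-F restored them. From the lower levels of cardiac markers in Ctrl-F and Cap-F, it proposes in its Discussion that cardiomyocytes of the pulmonary vein were lost. For this it also draws on quantitative PCR of Tnnt2, Myh6 and Myl7 and on gaps in cardiac troponin T staining of lung sections. Neither was analysed here.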

Among the genes exhibiting ODNcap-F-specific upregulation, we identified *Reg3g*, which encodes the antimicrobial peptide Reg3γ (**Figure 5A**).

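Reg3g (NM_011260), represented by 1 probe, had log2 values of 12.46 and 14.47 in the 2 ODNcap-F mice, 11.38 and 11.63 in the 2 Ctrl-F mice, 8.94 and 12.82 in the 2 Cap-F mice, and 6.20 and 9.12 in the 2 NT mice. It was 1.96 higher on the log2 scale in ODNcap-F than in Ctrl-F, with a standard error of 1.52 and an adjusted p of 0.839 in limma. Against Cap-F the difference was 2.58, with an adjusted p of 0.521, and Cap-F mouse 2 lay above ODNcap-F mouse 1. That difference was 0.65 without Cap-F mouse 1 and 4.52 without Cap-F mouse 2. Both ODNcap-F mice were above both Ctrl-F mice and above both NT mice, where chance separates 33.3% of genes completely, in either direction, in each comparison. The local-pooled-error test called Reg3g in both comparisons of ODNcap-F with an OVA-challenged group, with adjusted p of 2.34e-25 against Ctrl-F and 7.05e-47 against Cap-F. With 1 mouse left out, the log2 fold change of Reg3g against Ctrl-F stayed between 0.96, without ODNcap-F mouse 2, and 2.96, without ODNcap-F mouse 1. Against NT it was higher by 5.80 in ODNcap-F, with an adjusted p of 0.0186 in limma, and by 3.85 in Ctrl-F, with an adjusted p of 0.0702. Limma no longer called the ODNcap-F difference without NT mouse 1, when it was 4.34, or without ODNcap-F mouse 2, when it was 4.80. The Ctrl-F difference was 2.38 without NT mouse 1 and 5.31 without NT mouse 2. It was called with normexp, the replicate number as a block, an intensity trend, a fit of only these groups, an unadjusted p or the local-pooled-error test, and without either Cap-F mouse. In Cap-F against Ctrl-F it changed by -0.63, by 1.31 without Cap-F mouse 1 and by -2.56 without Cap-F mouse 2.

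**Figure D4:**
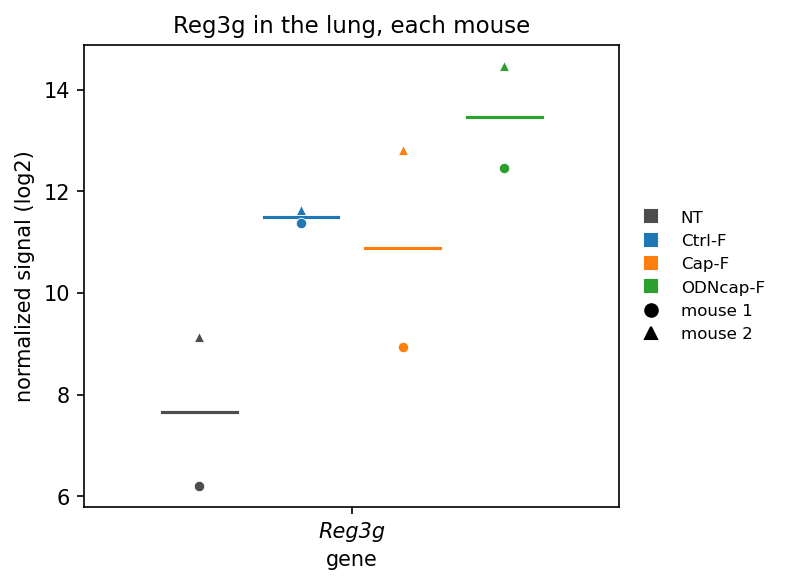
Normalized log2 signal (y axis) of Reg3g in each of the 8 mice, by group, with a horizontal line at the mean of the 2 mice. The 2 ODNcap-F mice lie at 12.46 and 14.47, and the 2 Cap-F mice at 8.94 and 12.82.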

**Figure 5:**
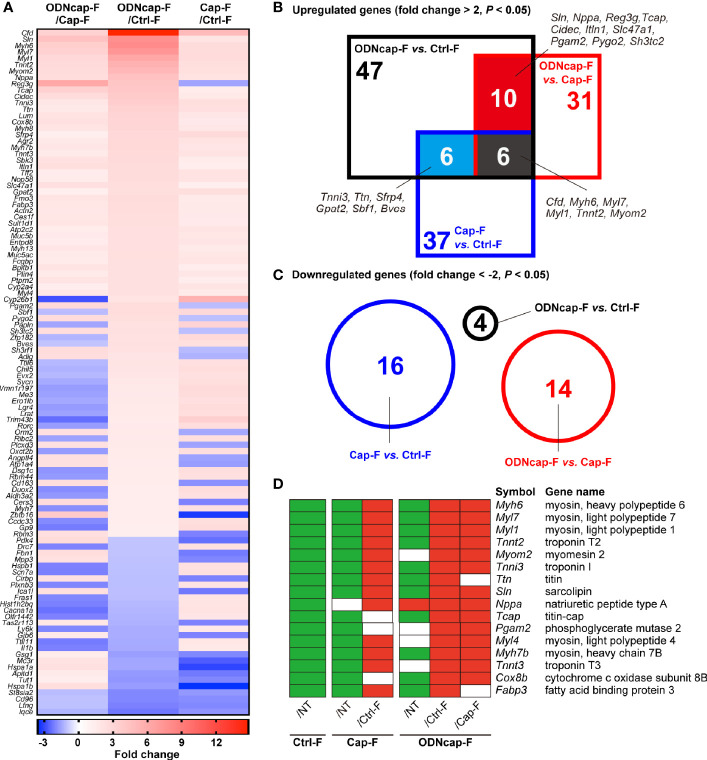
Transcriptomic profiling in the lungs. Lungs were collected on Day 70. Total RNA from the lungs was subjected to DNA microarray analysis (*n* = 2). **(A)** A heatmap shows 108 genes that were differentially expressed among the OVA-sensitized/challenged groups (*P* < 0.05 by local-pooled-error tests and |fold change| > 2). **(B, C)** Venn diagrams show significantly upregulated **(B)** and downregulated **(C)** genes (*P* < 0.05 by local-pooled-error tests and |fold change| > 2). **(D)** Panels visualize differences in the expression of cardiac muscle-related genes among all experimental groups. Green and red boxes represent significantly downregulated and upregulated expression, respectively (*P* < 0.05 by local-pooled-error tests). No significant differences are indicated as blank (white) boxes. The *P* values were adjusted using an FDR method.

### ODNcap-F Inhibits Allergic Injury of Pulmonary Vein Cardiomyocytes

Cardiomyocytes, components of cardiac muscle, are known to be present in the lungs, specifically along the large pulmonary veins (37). Using quantitative PCR, we confirmed that mRNA expression of cardiomyocyte-specific markers (specifically, *Tnnt2*, *Myh6*, and *Myl7*) in the lungs was significantly suppressed in Ctrl-F and Cap-F compared to NT, whereas the expression of these genes in ODNcap-F was comparable to that in NT (**Figure 6A**). Lung sections were stained for cTnT to confirm the presence of pulmonary vein cardiomyocytes (PVCs). In NT, staining for cTnT constituted a dense ring around the large pulmonary vein (**Figure 6B** and **Supplementary Figure 3**). Interestingly, a disjunct area in the cTnT-positive ring was observed occasionally in Ctrl-F as well as Cap-F, suggesting allergic injury of PVCs (**Figure 6B**). Notably, such clearly injured areas were not observed in ODNcap-F (**Figure 6B**). These results suggested that free feeding of ODNcap-F inhibits allergic injury of PVCs.

**Figure 6:**
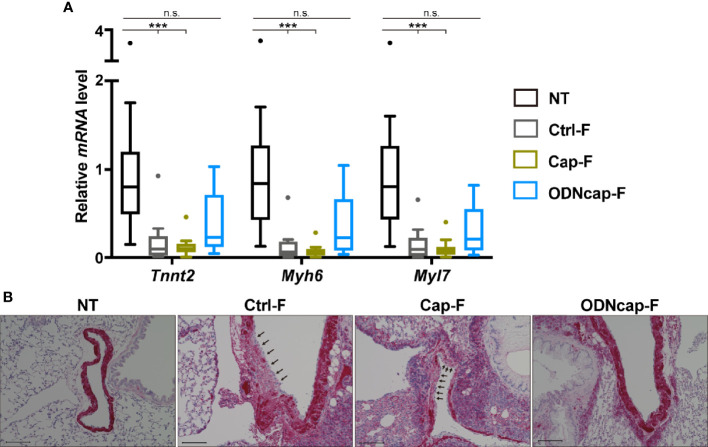
ODNcap-F protects pulmonary vein cardiomyocytes from allergic injury. Lung total RNA and sections were prepared on Day 70. **(A)** Expression levels of cardiac muscle-specific genes in the lung were measured by real-time quantitative PCR (*n* = 12). Data are shown as Tukey’s box plots. ***P < 0.001; n.s., not significant by Kruskal–Wallis test with Dunn’s multiple comparisons. **(B)** Lung sections prepared on Day 70 were stained with anti-cardiac muscle troponin T (cTnT) antibody (*n* = 6). Representative images are shown. Positive reaction of the antibody (red) was observed around the large pulmonary veins. Injured areas (arrows) of the cTnT-positive cells were observed in Ctrl-F and Cap-F, but not in NT or ODNcap-F. Scale bars, 100 μm.

### ODNcap-F Promotes Secretion of Reg3γ to the Airway

In lungs, Reg3γ is expressed in airway epithelial cells (AECs) responsive to methicillin-resistant *Staphylococcus aureus* infection or IL-22 (17, 38). Interestingly, a previous study demonstrated that Reg3γ induced by IL-22 inhibits allergic airway inflammation in asthma models (17). To confirm that free feeding of ODNcap-F promotes Reg3γ expression in the lung, we analyzed *Reg3g* expression in the lungs and secretion of Reg3γ into BALF. The *Reg3g* transcript level was significantly upregulated in ODNcap-F compared to that in other groups (**Figure 7A**). Secretion of Reg3γ into BALF also was increased in ODNcap-F (**Figure 7B**). We next analyzed the lung mRNA expression of genes encoding IL-22 signaling-related proteins, which would be expected to contribute to the induction of Reg3γ production. The expression of *Il22ra1*, which encodes a functional IL-22 receptor (IL-22R1) (39), was significantly impaired in Ctrl-F and Cap-F, but was restored in ODNcap-F (**Figure 7C**). The expression levels of *Il22* and *Il22ra2*, which encode a natural antagonist of IL-22 signaling (IL-22 binding protein) (39), were comparable among the allergen-sensitized/challenged groups (**Figure 7C**). We also found that the expression of *Extl3*, which encodes a putative receptor for Reg3γ (exostatin-like 3; EXTL3) (40), was significantly downregulated in Ctrl-F and Cap-F compared to NT, whereas *Extl3* expression was comparable between NT and ODNcap-F (**Figure 7C**). Elsewhere, it has been reported that IL-22R1 and EXTL3 are preferentially expressed on AECs in the lungs (17). Collectively, these results suggested that free feeding of ODNcap-F regulates the mechanisms for the induction, secretion, and action of Reg3γ in AECs to suppress allergic airway inflammation.

**Figure 7:**
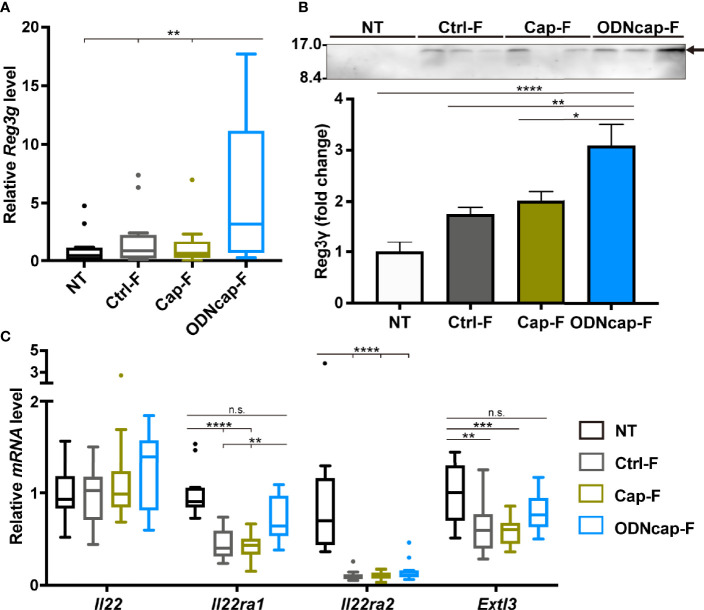
ODNcap-F induces Reg3γ in the lungs. Lung total RNA and bronchoalveolar lavage fluid (BALF) were prepared on Day 70. **(A, C)** Expression levels of indicated genes in the lung were measured by real-time quantitative PCR (*n* = 12). Data are shown as Tukey’s box plots. ****P < 0.0001; ***P < 0.001; **P < 0.01; n.s., not significant by two-tailed one-way analysis of variance (ANOVA) and *post hoc* Tukey’s tests. **(B)** Aliquots (10 μL) of each BALF sample were subjected to western blotting with anti-Reg3γ antibody (*n* = 6). A representative result is shown. Densitometric analysis was performed to quantify the specific bands (arrow). Data are shown as the mean ± standard error of the mean. ****P < 0.0001; **P < 0.01; *P < 0.05 by two-tailed one-way ANOVA and *post hoc* Tukey’s tests.

### ODNcap-F Causes a Change in theFecal Microbiome

To evaluate the effects of ODNcap-F on the gut microbiota, next-generation sequencing data for fecal 16S rRNA gene amplicons were analyzed. α diversity indices were comparable among all groups (**Supplementary Figure 4**). Principal coordinate analysis (**Figure 8A**) and permutational multivariate analysis of variance (**Figure 8B**) based on weighted UniFrac distances revealed that the fecal microbiome structure of ODNcap-F was significantly different from those of NT and Ctrl-F. Changes in the abundances of Firmicutes and Bacteroidetes (the two most-abundant phyla) resulted in a significant decrease in the ratio of Bacteroidetes to Firmicutes in ODNcap-F compared to those of other groups (**Figures 8C, D, F**). Other phyla with minor abundances were also altered in the gut microbiome of ODNcap-F (**Figure 8E**). In deeper analysis within Firmicutes and Bacteroidetes phyla, the proportions of some bacterial groups, such as the S24-7 family and *Clostridium* genus, in ODNcap-F were significantly different from those in other groups (**Figure 8G**). To identify specific gut bacteria related to allergic inflammation, Spearman’s correlations between the proportions of each bacterial group and the amounts of OVA-specific IgG_1_ in serum and BALF were analyzed. We found 27 bacteria groups that significantly correlated with OVA-specific IgG_1_ levels in serum, BALF, or both (**Figure 8H**).

**Figure 8:**
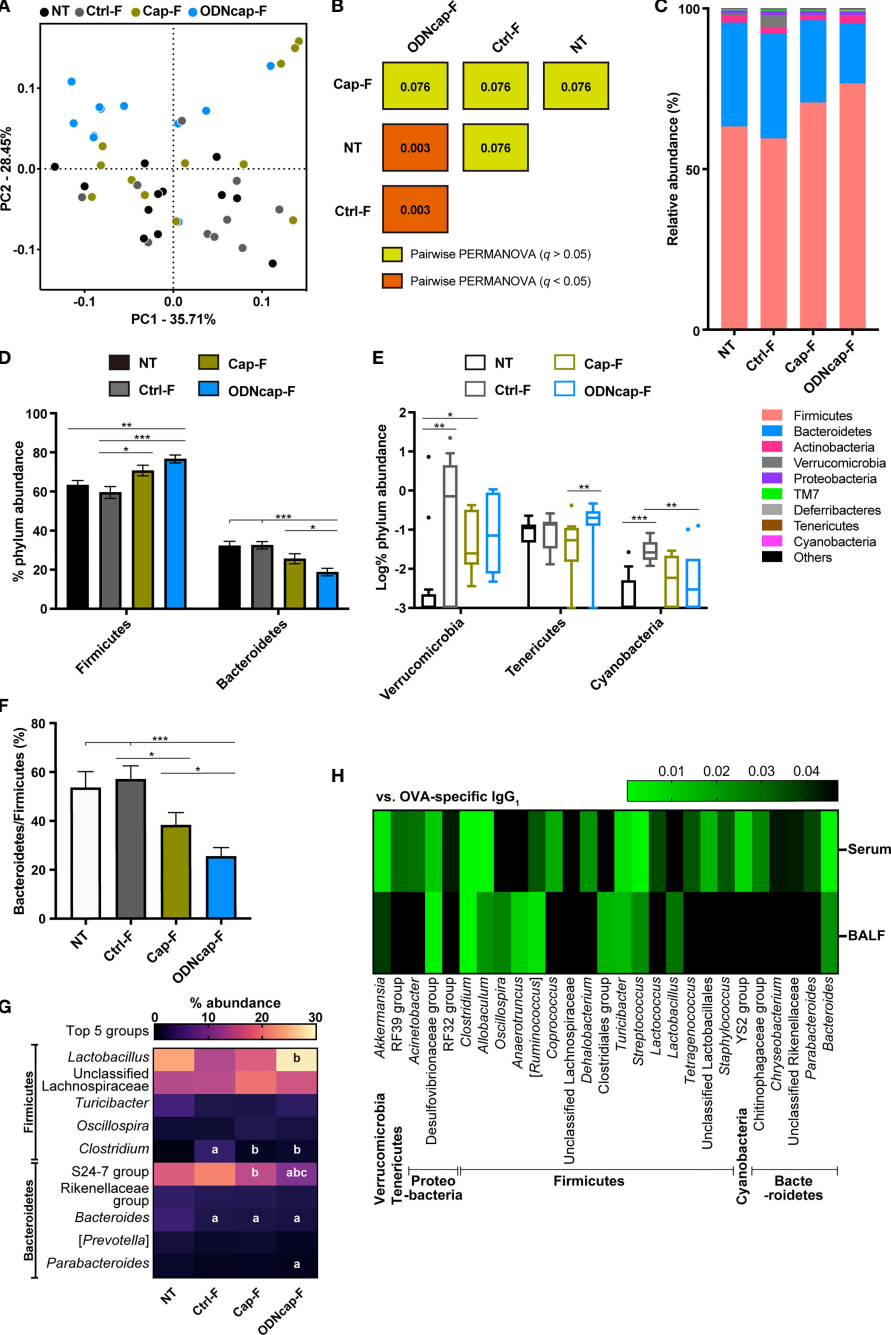
ODNcap-F alters the structure and composition of the fecal microbiota. Feces were collected on Day 70. The V3–V4 regions of 16S rRNA genes were amplified from fecal DNA and subjected to next-generation sequencing (*n* = 12). The data were processed and analyzed using the QIIME2 pipeline. **(A)** Two-dimensional plot of the weighted UniFrac-based principal coordinate analysis of the microbiome. **(B)** Results of pairwise permutational multivariate analysis of variance (PERMANOVA) based on weighted UniFrac distances are visualized. Values in the boxes indicate *q*, which is an adjusted *P* value. **(C–E)** Phylum-level composition (proportional abundance) of the microbiota in each group. **(F)** Bacteroidetes to Firmicutes ratio. **(C)** Bars on the graph indicate means. **(D, F)** Data are shown as the mean ± standard error of the mean. ***P < 0.001; **P < 0.01; *P < 0.05 by two-tailed one-way analysis of variance (ANOVA) and *post hoc* Tukey’s tests. **(E)** Data are shown as Tukey’s box plots. ***P < 0.001; **P < 0.01; *P < 0.05 by two-tailed Kruskal–Wallis test with *post hoc* Dunn’s multiple comparisons. **(G)** Heatmap showing the mean values of proportional-relative abundance of the top five groups belonging to the Bacteroidetes or Firmicutes phylum. Letters in the boxes represent significant differences; a, *vs.* NT; b, *vs.* Ctrl-F; c, *vs.* Cap-F (*P* < 0.05 by two-tailed one-way ANOVA and *post hoc* Tukey’s tests). **(H)** Heatmap shows *P*-values of Spearman’s correlation between ovalbumin-specific immunoglobulin G_1_ (IgG_1_) levels in serum or bronchoalveolar lavage fluid (BALF) and the proportional relative abundance of the fecal bacterial groups.

## Discussion

The benefits of parenteral CpG-ODN injection for the prevention and treatment of various disorders, including asthma, have been established in numerous animal and clinical studies (6, 41). However, the long-term and continuous administration of such injections to healthy persons is not suitable for the goal of disease prevention. In this context, the development of a CpG-ODN-based oral formulation that can efficiently trigger immune responses against disease would be desirable (42, 43). Here, we prepared customized feed containing ODNcap, which is an acid-resistant CpG-ODN particle. We demonstrated, using an asthma model, that free feeding of ODNcap-F for 70 days attenuated eosinophilia and Th2 cytokine production in the airways, allergen-specific IgG_1_ production in serum and BALF, bronchial goblet cell hyperplasia, and AHR to methacholine. These findings suggest that the daily oral intake of ODNcap acts prophylactically to attenuate allergic airway inflammation and asthmatic symptoms.

Kitagaki et al. found that the short-term intragastric administration of CpG-ODNs afforded prophylactic and therapeutic effects on allergen sensitization and airway eosinophilia in an asthma model (44). However, those authors also found that a relatively high dose (1,000 μg/mouse) was needed to optimize the treatment with oral CpG-ODNs. The high dose of CpG-ODNs may increase the risk of severe side effects (45) and pharmaceutical prices. In the present study, mice consumed (per day per mouse) 1.5–2.5 g of ODNcap-F, containing 1.5–2.5 mg of ODNcap. Given that the ODN encapsulation rate of ODNcap is approximately 1% (10), we estimated that the mice ingested 15–25 μg of CpG-ODNs per day per animal. This dosage is comparable to the effective dose (5–100 μg/mouse) of parenteral administration (6).

The potential ability of CpG-ODNs to induce Th1-biased or immunoregulatory responses may help reduce the Th2-mediated pathology of asthma (6). In the present study, although we showed that ODNcap-F attenuated the Th2 responses in the lungs of allergen-sensitized/challenged mice, we did not find any signatures of activation of Th1- and regulatory-type responses in BALF, lung transcripts, or serum of the ODNcap-F group on Day 70. These data strongly suggested that ODNcap-F employs other mechanisms to attenuate Th2-mediated airway inflammation, at least in the challenge phase. To seek those other mechanisms, we comprehensively analyzed the lung transcriptome and the fecal microbiome of ODNcap-fed mice.

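In the lung arrays, the genes for myosin chains, troponins and titin that the paper lists came closer to NT in ODNcap-F than in Ctrl-F. Over the 16 cardiac genes that the Results name, the median log2 fold change of ODNcap-F against NT was -0.64. It lay between -1.16 and -0.13 when 1 mouse was left out. Of the 16 genes, 14 were lower and 2 higher in ODNcap-F than in NT. The groups overlapped for 9 genes, 6 were lower in both ODNcap-F mice and 1, Nppa, was higher in both, where chance gives 33.3% of genes a complete separation. Cox8b and Fabp3 had an adjusted p under 0.05 in limma, 0.0286 and 0.0279, at changes of -1.70 and -1.55. Neither was called without NT mouse 1, without ODNcap-F mouse 1 or with no filter on background, only Fabp3 was called without NT mouse 2 or without ODNcap-F mouse 2, and 4 genes were called without either Cap-F mouse. With all arrays, limma called 4 of the 16 genes with an intensity trend and 3 in a fit of only these groups. The local-pooled-error test called 5, and 11 on the deposited table by adjusted p alone. Fry gave an adjusted p of 0.779 for the set. Averaged over the 16 genes, the log2 level was 10.25 in NT mouse 1 and 9.38 in NT mouse 2, 7.33 and 7.63 in the Ctrl-F mice, 8.95 and 9.57 in the ODNcap-F mice, and 7.18 and 9.21 in the Cap-F mice.

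**Figure D5:**
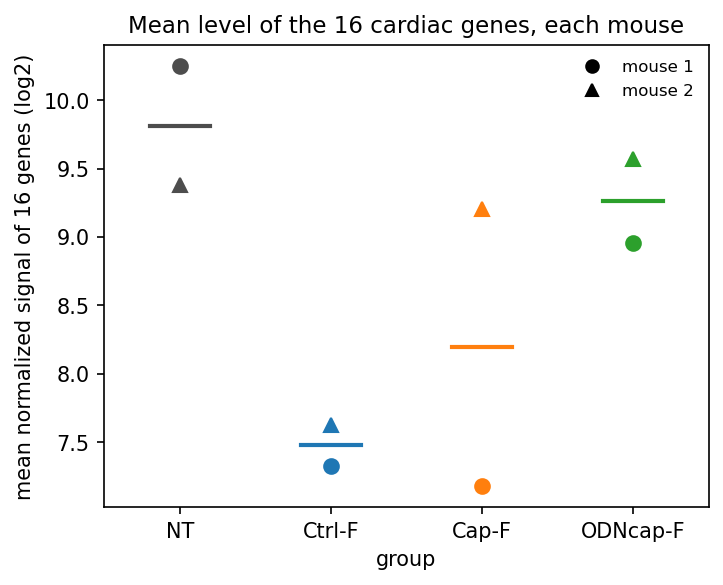
Mean normalized log2 signal of the 16 cardiac genes (y axis) in each mouse, by group (x axis), with a horizontal line at the group mean. The ODNcap-F mice, at 8.95 and 9.57, and Cap-F mouse 2, at 9.21, lie above the Ctrl-F mice, at 7.33 and 7.63.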

Surprisingly, our small-scale lung transcriptomic analysis revealed that ODNcap-F restored expression of cardiac muscle-related genes encoding myosin chains, troponins, titin, and so on, that otherwise were decreased by the allergen challenge. 

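Among single cardiac genes on the arrays, Tnnt2 (NM_011619) had log2 values of 10.89 and 10.01 in NT, 7.11 and 7.66 in Ctrl-F, and 7.00 and 10.01 in Cap-F. Myh6 (NM_001164171) had 13.83 and 12.62 in NT, 9.06 and 9.92 in Ctrl-F, and 8.87 and 12.60 in Cap-F, and Myl7 (NM_022879) had 12.27 and 11.06 in NT, 7.77 and 8.58 in Ctrl-F, and 7.58 and 11.17 in Cap-F. In Ctrl-F against NT, their log2 fold changes were -3.07, -3.74 and -3.50, with adjusted p of 0.0325, 0.0349 and 0.0383 in limma. None of the 3 was called when any one NT or Ctrl-F mouse was left out, nor with no filter on background. In Cap-F against NT they were -1.94, -2.49 and -2.29, and the adjusted p of 0.130, 0.122 and 0.135 did not pass 0.05. For Tnnt2, Myh6 and Myl7 alike, Cap-F mouse 1 lay below both Ctrl-F mice, and Cap-F mouse 2 lay above both Ctrl-F mice and close to NT mouse 2. Over the 16 cardiac genes, 4 had an adjusted p under 0.05 in limma in Cap-F against NT, 2 without Cap-F mouse 1 or NT mouse 1 and 13 without Cap-F mouse 2, when Tnnt2, Myh6 and Myl7 were called too. The local-pooled-error test called 12. The median log2 fold change was -1.68. That median was -0.54 without Cap-F mouse 1 and -2.56 without Cap-F mouse 2.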

Gene expression of cardiac-specific markers (e.g., *Tnnt2*, *Myh6*, and *Myl7*) clearly was reduced in the lungs of Ctrl-F and Cap-F, suggesting the loss of PVCs. As expected, immunohistochemical analysis revealed the partial elimination of PVCs wrapping the large pulmonary veins in the lungs of Ctrl-F and Cap-F. This report is the first to demonstrate that allergic inflammation is associated with the injury of PVCs. Although the role of PVCs in lung physiology and pathology remains largely unknown, recent studies have suggested the involvement of these cells in respiratory disorders including asthma. For example, genome-wide association studies have identified cardiac-related genes, including *CTNNA3* (encoding α-T-catenin) and *TTN* (encoding titin), as a factor for the pathogenesis or exacerbation of asthma (46–48). Folmsbee et al. reported that *Ctnna3*-knockout mice have altered susceptibility to chemical- and allergen-induced AHR, and suggested that PVCs contribute to the shaping of the inflammatory milieu of adjacent airways (49, 50). Moreover, Yee et al. reported that neonatal hyperoxia, which induces pulmonary hypertension and reduces lifespan, causes depletion in PVCs in adult mice (51). These facts led us to hypothesize that ODNcap-F protects PVCs, thereby suppressing allergic insults in the lungs.

We also discovered that free feeding of ODNcap-F promotes the secretion of Reg3γ to the airway under conditions of allergen challenge. A previous study in a house dust mite (HDM)-induced asthma model demonstrated that allergic airway inflammation and AHR were exacerbated by neutralization of allergen challenge-induced Reg3γ production in the airway (17). This observation implies that ODNcap-F-induced upregulation of airway Reg3γ likely contributes to the suppression of airway inflammation in the challenge phase. Previous studies have pointed to possible roles for IL-22 and EXTL3 in the induction or action of Reg3γ. Namely, Ito et al. showed that IL-22 induces the production of Reg3γ in AECs, cells that express a functional IL-22R-encoding gene (*Il22ra1*) to high levels, in a signal transducer and activator of transcription 3-dependent manner (17). In addition, those authors reported that *Extl3* was preferentially expressed in AECs in the lung, and that intratracheal administration of recombinant Reg3γ suppressed HDM-induced type 2 innate immune responses in the lung. Accumulating evidence indicates that Reg3γ acts like a hormone through binding to EXTL3 (52–55). In the present study, we found that the expression level of *Il22ra2*, which encodes an IL-22 antagonist, but not that of *Il22*, was altered in the lungs of allergen-sensitized/challenged mice, suggesting that IL-22 activity was indirectly enhanced in the challenge phase. Importantly, we also showed that lung levels of *Il22ra1* and *Extl3* transcripts were downregulated in Ctrl-F and Cap-F, while the expressions of those genes were maintained in ODNcap-F. These results suggest that ODNcap-F regulates or protects the receptivity of AECs to both IL-22 and Reg3γ in the IL-22-activated condition.

In previous studies, we and another group showed that orally administered ODNcap primes mucosal immunity in the gut (10, 56), a modality that fundamentally differs from parenteral applications of CpG-ODNs that target systemic immunity. In addition, the priming site of ODNcap may differ from that of orally administered “naked” CpG-ODNs, given that DNA delivered orally is absorbed in the small intestine and mainly primes systemic sites such as the spleen (57, 58). This unique characteristic of ODNcap implies the possibility that ODNcap-F modulates the gut ecosystem, which is shaped by complex interactions between gut-associated microorganisms and host cells, to attenuate airway insults. Barcik et al. reported that microbial dysbiosis in the gut ecosystem may contribute to the onset and aggravation of asthma (59). We therefore used a 16S metagenomic technique to analyze the fecal microbiome at the end point of the experiment. β diversity analyses revealed that free feeding of ODNcap-F for 70 days caused a structural change in the fecal microbiome, regardless of the allergen challenge. The change in β diversity in the ODNcap-F group was attributed primarily to a decrease of the Bacteroidetes/Firmicutes ratio. Bacteria belonging to those two phyla represent the majority of the mouse and human gut microbiota and produce various bioactive molecules such as short-chain fatty acids and lipopolysaccharides. Interestingly, an increased abundance of *Bacteroides* species, a main group of the Bacteroidetes phylum in humans, has been found in infants with a high risk of developing atopy and autoimmunity (60, 61). It has also been reported that high-level exposure to *Bacteroides* lipopolysaccharides contributes to the onset of type 1 diabetes (61). Conversely, *Lactobacillus* species, which were enriched in the ODNcap-F group, have been found to be decreased in allergic children (62) and to provide beneficial effects toward the prevention of allergies (63). Therefore, alteration of the gut microbiota by free feeding of ODNcap-F may be a preferred condition for the attenuation of allergic airway inflammation.

In conclusion, free feeding of a customized feed containing ODNcap preventively attenuated allergic airway inflammation and AHR in an OVA-induced mouse model of asthma. As CpG-ODNs have shown promise in phase II clinical trials (but failed in phase III), our finding may be valuable for the development of a new prophylactic agent for allergic asthma and a cost-effective oral formulation based on CpG-ODNs. However, in order to facilitate the clinical translation of ODNcap, further basic research is required to validate its efficacy, safety, therapeutic potential, and precise mechanism of action in more realistic models of allergic asthma than the OVA-induced model (e.g., HDM-induced models). Interestingly, our omics analyses and follow-up experiments indicated the participation of PVCs, airway Reg3γ, and gut microbiota in the ODNcap-F-mediated effects. These results imply that ODNcap-F regulates the mechanisms involved in the gut-lung connection to suppress allergic bronchopulmonary insults. Future comprehensive studies to test this hypothesis will bring new insights into the pathophysiology and therapeutics of asthma.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: DDBJ Sequence Read Archive: DRA012444 and NCBI Gene Expression Omnibus: GSE180287.

## Ethics Statement

The animal study was reviewed and approved by Committee for Animal Experiments, Shinshu University.

## Author Contributions

TOk, SS, FN, TOg, and TSa conducted the experiments. TOk and SS performed the mathematical analyses. SS and TSh wrote the paper. SS and TSh conceived of and designed the work. TSh supervised the work. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by JSPS KAKENHI Grant Nos. 17H03907 and 20H03125, and by a grant from the LOTTE Foundation, Kobayashi Foundation, and Urakami Foundation for Food and Food Culture Promotion to TSh.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Free Feeding of CpG-Oligodeoxynucleotide Particles Prophylactically Attenuates Allergic Airway Inflammation and Hyperresponsiveness in Mice
**Source:** Front Immunol. 2021 Nov 19;12:738041. doi: 10.3389/fimmu.2021.738041
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

**Supplementary Figure 1.** Changes in the body weight (A) and feed intake (B) of mice during the experiment. (A) No significant differences (*P* ≥ 0.05 by two-tailed one-way analysis of variance with post hoc Tukey’s test) in body weight were seen in any week among the groups (*n* = 12). (B) The mice consumed from 1.5 to 2.5 g of feed per mouse per day (*n* = 12). Data are shown as the mean ± standard error of the mean.

**Supplementary Figure 2.** Measurements of the levels of OVA-specific IgG_2a_ (in serum) and *Ifng* expression (in lung tissue). Serum and lung total RNA were prepared on Day 70. (A) Serum levels of OVA-specific IgG_2a_ were analyzed by ELISA (*n* = 12). (B) *Ifng* expression in the lung was measured by real-time quantitative PCR (*n* = 12). Data are shown as the mean ± standard error of the mean. *, *P* < 0.05; n.s., not significant (*P* ≥ 0.05) by two-tailed one-way analysis of variance with post hoc Tukey’s test. A450, absorbance at 450 nm.

**Supplementary Figure 3.** Immunohistochemistry of cTnT in lung sections. Lung sections prepared on Day 70 were stained with anti-cTnT or mouse isotype control antibodies (*n* = 6). Representative images from NT are displayed. Scale bars = 100 μm.

**Supplementary Figure 4.** Analyses of the α diversity of the fecal microbiota. Feces were collected on Day 70. The V3–V4 region of the 16S rRNA gene was amplified from fecal DNA and subjected to next-generation sequencing (*n* = 12). Data were processed and analyzed using the QIIME2 pipeline. α diversity indices (Shannon’s diversity index, observed OTUs, and Faith’s phylogenic diversity) were comparable among all groups (*P* ≥ 0.05 by the Kruskal–Wallis test). Data are shown as Tukey’s box plots. OTUs, operational taxonomic units.

How the deposited data were processed for this re-analysis (not part of the article)

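Lung RNA of 8 mice was measured, 2 each of NT (no allergen, standard feed), Ctrl-F, Cap-F and ODNcap-F on Day 70, with 1 single-color array per mouse and all 8 arrays on 1 slide, read in 1 scan. The authors deposited, for each array, the background-subtracted and spatially detrended intensity of every spot as written by Agilent Feature Extraction 11.0, without normalization between arrays, with the raw median intensity of the spot and of its local background and the flags of that software. The authors also deposited 1 table of log2 values for 32312 probes, made by log transformation and quantile normalization over the 8 arrays after a filter that the methods do not describe. Each of these probes was well above background on all 8 arrays.

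The analysis started from the background-subtracted intensities. Control spots were left out, which left 59305 spots per array. The software had flagged 792 spot values as non-uniform or as outliers of their replicates, and these were set to missing. Intensities were transformed to log2, averaged over the spots of a probe into 56605 probes and quantile normalized over the 8 arrays. Probes well above background on both arrays of at least 1 group were kept, 37116 in all. The scanner output holds accessions but no gene names, so names came from a RefSeq table. Of all probes 32994 (58.3%) matched a name, and of the kept probes 24290 (65.4%) did. Other transcripts are counted under their accession.

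On single arrays, between 61.3% and 65.0% of the probes were well above background, and the lowest log2 value well above background lay between 3.61 and 4.18. Where all arrays of a group lay below that, the fold change is given as a bound against the floor, written "at least". No spot was saturated. The number of arrays limits the precision.

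All 8 arrays entered 1 limma fit (limma 3.58.1, R 4.3.3, statmod 1.5.0, data.table 1.17.8) with the 4 groups as conditions and no covariate, and the 6 pairs of groups were compared. The fit had 4 residual degrees of freedom, to which the moderation added 1.96, and a prior SD of 0.103. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, and distinct genes or accessions were counted. The paper used the local-pooled-error test instead. That test was rebuilt here from its definition, with 100 intensity bins and a smoothing spline of 10 degrees of freedom, and run as an alternative. Both tests were tested on simulated data in the same design.

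The genes to be named were fixed by rule: the 16 cardiac genes and Reg3g of the text, the genes of Figure 5B, the genes of the lung quantitative PCR (Ifng, Il22, Il22ra1, Il22ra2 and Extl3), Ctnna3, the members of the marker lists, and up to 5 called genes each way per comparison of the OVA-challenged groups. Where a gene had several probes, the one with the highest mean signal stands for it. Ear11 and Rtkn2 had no probe.

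Sets of genes were tested with fry, with Benjamini-Hochberg adjustment over 96 tests, 16 lists by 6 comparisons. The lists were the 16 cardiac genes of the text, other cardiomyocyte genes, ventricular, fast skeletal muscle, adipocyte, mucous cell (shown in Figure 5A, and others), club cell, ciliated cell, type 2 inflammation, B and plasma cell, circadian clock, heat shock, glucocorticoid response, immediate early and red blood cell genes. Another 6 lists, for airway cartilage, basal cells, Schwann cells, alveolar type 1 cells, alveolar type 2 cells and capillary endothelium, were added after the data had been seen and were adjusted apart, over 36 tests. Differences between the 2 Cap-F mice in a list were set against 10000 random lists of the same size matched over 20 bins of expression.

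The alternatives fixed before the data were examined were scaling to the 75th percentile in place of quantile normalization, normexp background correction with an offset of 50 on the raw median signals, the deposited log2 table, no filter, a filter to probes well above background on all arrays, the replicate number as a block, an intensity trend in the variance, fits of only the 2 groups compared, each array left out in turn, the mean of a gene's probes, camera in place of fry, an unadjusted p, and the local-pooled-error test on the intensities and, with adjusted and unadjusted p, on the deposited table. Normexp used median signals because mean signals are not among the columns. With 1 array of a group left out, the remaining mouse was assumed to vary like the other groups. After the data had been seen, the local-pooled-error test on the deposited table was also restricted to named genes, with and without its factor for the variance of medians. Histology, blood, lavage, quantitative PCR and fecal sequencing data were not analysed here.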

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

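In this part, the tests for time of day and stress in Ctrl-F against NT, for a mislabelled Cap-F sample and for a difference in inflammation between the Cap-F mice were chosen after the results had been seen, as were the lists for cartilage, basal cells, Schwann cells, alveolar cells and capillaries.

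Beyond the 16 cardiac genes, the paper reports no array result for the allergen itself, and signal above NT and below it was found there. In limma, 7076 genes differed between Ctrl-F and NT, 3298 higher and 3786 lower, 8 of them both ways through different probes, and 10 of the 16 cardiac genes are among them. Without adjustment of p the count was 7172, and the local-pooled-error test called 7127. Scaling to the 75th percentile gave 7258 genes, 6746 of them shared with the 7076, so quantile normalization alone is argued against as the cause. With normexp background correction 3677 genes remained, 3665 of them shared. The median of all probes was -0.096 in this comparison, -0.11 at the 75th percentile and -0.059 after normexp, so changes against NT are relative to that shift. NT and Ctrl-F lay in the same row of the slide. Sampling at another time of day is a candidate explanation for part of these genes, since the circadian clock genes changed by a median of -1.64, with 1 of 10 higher and an adjusted p of 0.00314 from limma's fry, and a response of the clock genes to the allergen would look alike. Stress or handling cannot be told apart, as the glucocorticoid response genes (0.54, 4 of 7 higher) and the immediate early genes (0.020, 4 of 7) went both ways. The allergen challenge, which the design names, stays open as an explanation, through the mix of cells in the lung or through changes within cells, which were not separated.

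The type 2 inflammation genes, a list the paper does not report on the arrays, had a median log2 fold change of 3.90 in Ctrl-F against NT, with 18 of 19 genes higher and an adjusted p of 5.65e-06 from limma's fry. For 3 of the 19 a value had to be raised to the detection floor, and with those at their bound the median was 3.77. Over the alternatives it lay between 2.59 and 4.42. In ODNcap-F against Ctrl-F the same list changed by -0.044, with 9 of 19 genes higher and an adjusted p of 0.837, and in Cap-F against Ctrl-F by -0.029, with 8 of 19 higher and an adjusted p of 0.879. Arrival of type 2 cells and induction in resident cells both stay open and were not tested. In ODNcap-F against NT the list changed by 3.86, with 18 of 19 genes higher and an adjusted p of 5.65e-06 from fry. Its mean log2 level was 11.38 and 11.55 in Ctrl-F, 11.45 and 11.37 in ODNcap-F, and 7.21 and 7.08 in NT. For these mice, this argues against a large fall of these transcripts under ODNcap-F. With 2 mice per group, an effect of the feed smaller than the spread between mice would not be seen. In lavage fluid, the paper reports fewer eosinophils in ODNcap-F than in Ctrl-F, and IL-4, IL-5 and IL-13 near NT.

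The 2 Cap-F mice differed in the cardiac genes by more than mice of the other OVA-challenged groups, which the paper does not report. Mouse 2 was higher than mouse 1 for 16 of 16 genes, by a median of 1.72 on the log2 scale, while the corresponding difference was 0.31 between the Ctrl-F mice and 0.61 between the ODNcap-F mice. Adipocyte genes (median 0.56, 7 of 8 higher), the mucous cell genes shown in Figure 5A (1.29, 7 of 7), other mucous cell genes (0.85, 6 of 7) and ciliated cell genes (0.69, 7 of 7) were also higher in Cap-F mouse 2. A wrong label stays open. The 2 Cap-F mice stood apart together from the other 4 OVA-challenged mice, by more than 0.5 on the log2 scale, on 193 probes, the most of the 15 pairs of these mice. However, the 2 ODNcap-F mice did so on 50 probes and came 8th, below pairs from different groups such as Cap-F mouse 2 with ODNcap-F mouse 2 (134) and Ctrl-F mouse 2 with ODNcap-F mouse 2 (80), so the number does not tell groups apart reliably. If more of the central lung, with the large airways and veins, had been taken from Cap-F mouse 2, cartilage, basal cell and nerve genes would be higher too. The cartilage genes were higher by a median of 0.29, with 3 of 4 genes higher, above 99.2% of 10000 random lists, whereas basal cell genes differed by 0.049 and Schwann cell genes by -0.099. Club cell genes (0.50, 5 of 5 higher) and alveolar type 2 genes (-0.15, 0 of 6) also went the way of more airway and less alveolar tissue in mouse 2, beyond all random lists. Alveolar type 1 genes (-0.031, 0 of 5) lay within the random lists and capillary genes (0.097, 6 of 6) went the other way. As these lists go different ways, a difference in the part of the lung taken cannot be told apart from a difference in its cells. The feed, as labelled, and the slide row were the same for both mice. A difference in type 2 airway inflammation is argued against as the whole cause: the type 2 genes, which changed by 3.90 from NT to Ctrl-F while the 16 cardiac genes changed by -2.64, differed between the Cap-F mice by -0.089, with 5 of 19 higher, and the B and plasma cell genes by 0.034, with 3 of 6 higher. The type 2 difference was small but lay at percentile 0.18 of the 10000 random lists, toward less inflammation in mouse 2. A part in the cause therefore stays open. Other differences between the mice themselves were not tested and stay open.

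Mucous cell genes the paper does not show had a median log2 fold change of 3.92 in ODNcap-F against NT, with 7 of 7 genes higher and an adjusted p of 0.000292 from limma's fry, and of 2.81 in Ctrl-F against NT. With 3 of the 7 genes at their bound, the ODNcap-F value was 2.94 and the Ctrl-F value 1.99. Over the alternatives the ODNcap-F value lay between 2.14 and 4.27 and the Ctrl-F value between 1.54 and 3.23. Between ODNcap-F and Ctrl-F the list was 0.63 higher, with 6 of 7 genes higher, and the mucous cell genes shown in Figure 5A were 1.06 higher, with 7 of 7, each at an adjusted p of 0.390. The ciliated cell genes rose beside them, by a median of 0.53 with 7 of 7 genes higher, and the club cell genes by 0.40 with 5 of 5, at adjusted p of 0.390 and 0.412. More airway epithelium in the ODNcap-F samples is therefore a candidate explanation for the difference from Ctrl-F. It is no explanation for the difference from NT, where the ciliated cell genes changed by -0.34 and the club cell genes by -0.40. The allergen, named by the design, stays open there. An effect of the feed on mucous cells did not pass fry against Ctrl-F. Nor did it against Cap-F, where the 2 lists were 0.30 and 0.45 higher at adjusted p of 0.508 and 0.716. With 1 array left out, these medians ran from -0.059 to 0.72 and from -0.18 to 1.14. Against Ctrl-F the medians of the 2 lists stayed positive, from 0.32 to 0.94 and from 0.65 to 1.50. An effect of the feed was not separated from the amount of epithelium. By PAS staining of sections, the paper reports fewer positive cells in the bronchi of ODNcap-F than of Ctrl-F and Cap-F. With all arrays, lung RNA showed no such fall in either list: the medians were higher in ODNcap-F, without passing fry. The sections were not analysed here.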

How the results depend on the processing

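The tests in this part were planned, apart from the local-pooled-error test restricted to named genes, with and without its median factor, which was chosen after the values had been seen.

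Between the OVA-challenged groups, limma called 0 genes for ODNcap-F against Ctrl-F, 1 for ODNcap-F against Cap-F, 1 for Cap-F against Ctrl-F and 1 in their union. Scaling to the 75th percentile and the replicate block gave these counts too. Counts below are in this order, where a setting changed them. An unadjusted p gave 223, 221, 325 and 576 genes, the local-pooled-error test 138, 112, 150 and 280, that test called 69, 62, 98 and 171 genes on the deposited table, and 77, 69, 100 and 182 there with unadjusted p. Restricted to named genes, the test on the deposited table gave 42, 43, 51 and 98 genes, and 49, 48, 52 and 106 without the median factor. Restriction to named genes also lowered the counts against NT, to 3416 for Ctrl-F, 3038 for Cap-F and 3072 for ODNcap-F, with either factor, because fewer transcripts are counted. No filter gave 9, 10, 10 and 15 genes, and the intensity trend 0, 2, 21 and 22. The deposited table, the filter to probes well above background on all arrays, and fits of only the groups compared gave 0, 0, 0 and 0. The gene called in limma is not well above background on all arrays, so it is absent from the first 2 of these settings. Normexp gave 0, 2, 1 and 2. Under normexp and the intensity trend alike, the 2 genes called in ODNcap-F against Cap-F were higher in ODNcap-F, whereas AK048705 was lower. The 1 gene that normexp called in Cap-F against Ctrl-F was lower in Cap-F, whereas AK048705 was higher. For normexp, the intensity trend and the fits of only the groups compared, the cause was not tested.

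With 1 array left out, limma called 0 to 5 genes for ODNcap-F against Ctrl-F, 1 to 8 for ODNcap-F against Cap-F, 1 to 7 for Cap-F against Ctrl-F and 1 to 9 in their union. The highest values were reached without ODNcap-F mouse 1, apart from 7, reached without Ctrl-F mouse 1. The cause was not tested.

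Against NT, limma called 7076 genes for Ctrl-F, 6075 for Cap-F and 6444 for ODNcap-F. Normexp lowered these counts to 3677, 3155 and 3262, of which 3665, 3135 and 3241 were shared, and the cause was not tested. No other setting moved them by more than 1.5 times, apart from the restriction to named genes.

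The median log2 fold change of the 16 cardiac genes in ODNcap-F against Ctrl-F was 1.68, and it was positive in every setting, from 1.20 with normexp to 1.93 without ODNcap-F mouse 1. Fry's unadjusted p for it was 0.0893. It passed 0.05 in the fit of only these groups (1.68, 0.0331) and, with either Cap-F mouse left out, at 0.0269, since the difference between the Cap-F mice then leaves the variance. With 1 array left out the median lay between 1.43 and 1.93 and the unadjusted p reached 0.278. In ODNcap-F against Cap-F the median of 1.09 ran from 0.042 to 1.83 with 1 array left out, and in Cap-F against Ctrl-F the median of 0.78 ran from -0.23 to 1.48, with the extremes of both set by which Cap-F mouse was left out. In Cap-F against NT it ran from -2.56 to -0.54 in the same way. In Ctrl-F against NT the median was -2.64, and from -3.08 to -2.15 with 1 array left out, when the unadjusted p of 0.0397 rose above 0.05 without any one mouse of NT, Ctrl-F or ODNcap-F. In ODNcap-F against NT it ran from -1.16 to -0.13 and never passed 0.05. Camera, which presets the correlation between genes, put 1.68, 1.09, 0.78 and, for Cap-F against NT, -1.68 past 0.05, at unadjusted p of 4.99e-13, 8.88e-05, 0.00674 and 0.0361.

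The replicate block left the Ctrl-F against NT median at -2.64 with an unadjusted p of 0.0639, on the other side of 0.05, and changed no call of another cardiac median and no count of genes by more than 1.5 times. The deviations of mice with the same number from their group means correlated across probes at -0.0123 to 0.161 between groups. A shift shared by most probes is thus argued against, but one of few genes is not excluded. Reg3g was higher in mouse 2 than in mouse 1 of every group. With the block, its unadjusted p in limma fell from 0.246 to 0.0707 for ODNcap-F against Ctrl-F. Against Cap-F it fell from 0.141 to 0.0295.

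Of the 96 tests of lists, 24 had an adjusted p under 0.05, and 0 of these were between OVA-challenged groups. Fits of only the groups compared called 1 there and camera 12, and with 1 array left out fry called 0 to 2. Of the 90 medians of lists other than the 16 cardiac genes, 33 had the other sign under at least 1 setting. Of the 72 values of the other sign, 31 came with all arrays and 41 with 1 left out, and in 2 cases an adjusted p was under 0.05 before or after the change. The skeletal muscle list in Ctrl-F against NT was 0.19 and became -0.040 with no filter, which adds 3 dim genes. The heat shock list in ODNcap-F against Cap-F was -0.064 and became 0.36 without ODNcap-F mouse 1, and it lay between -0.35 and 0.36 with 1 array left out. Of the values of these medians, 829 of 888 kept their direction and side of the threshold over the settings with all arrays, and 638 of 720 with 1 array left out. For the 16 cardiac genes and Reg3g, the single genes run under these settings, 1132 of 1326 values did so with all arrays and 728 of 816 with 1 left out, where 29 had the other sign.

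Signal over background limits the low end: between 61.3% and 65.0% of probes per array were well above background, and genes below it have bounds or no fold change.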

Differences from the paper's values

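No test in this part was chosen after the result was seen, apart from the restriction of the local-pooled-error test to named genes, with and without the median factor.

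The paper reports 108 genes that differed among the OVA-challenged groups, and limma called 1 here. None of the alternatives set before the data were examined came within 1.5 times the paper's count: the local-pooled-error test gave 280 genes, the same test on the deposited table 171 with adjusted and 182 with unadjusted p, an unadjusted p in limma 576, the intensity trend 22, no filter 15, and the other normalizations, filters and fits, with arrays left out or not, at most 9. With the local-pooled-error test on the deposited table restricted to named genes, the count was 98, and 106 without the median factor, both settings chosen after seeing the values.

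For genes higher in ODNcap-F than in Ctrl-F the paper's count is about 47 in Fig. 5B, read by eye, and limma called 0, beside 146 at an unadjusted p and 96 by the local-pooled-error test. Of the alternatives set before the data were examined, the local-pooled-error test on the deposited table came within 1.5 times the paper's count with adjusted p (53) and unadjusted p (59), and no other did. For genes higher in ODNcap-F than in Cap-F the paper's count is about 31 in Fig. 5B, read by eye, against 0 in limma, 117 at an unadjusted p and 73 by the local-pooled-error test. The same alternatives came within that limit, with 41 and 42, and no other did. For genes higher in Cap-F than in Ctrl-F the paper's count is about 37 in Fig. 5B, read by eye, and limma called 1. None of the alternatives set before the data were examined came within the limit, and the nearest were 67 and 68 from the local-pooled-error test on the deposited table and 17 with the intensity trend. Restricted to named genes, a setting chosen after seeing the values, that test gave 41, 31 and 37 genes, and without the median factor, also chosen after seeing the values, 47, 32 and 38.

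For genes lower in ODNcap-F than in Ctrl-F the paper's count is about 4 in Fig. 5C, read by eye, and limma called 0, beside 77 at an unadjusted p and 42 by the local-pooled-error test. Of the alternatives set before the data were examined, only no filter, with 4, came within the limit. For genes lower in ODNcap-F than in Cap-F the paper's count is about 14 in Fig. 5C, read by eye, and limma called 1. The local-pooled-error test on the deposited table, with 21, came within the limit, and no other alternative set before the data were examined did. For genes lower in Cap-F than in Ctrl-F the paper's count is about 16 in Fig. 5C, read by eye, and limma called 0, beside 136 at an unadjusted p and 55 by the local-pooled-error test. None of the alternatives set before the data were examined came within the limit. Restricted to named genes, a setting chosen after seeing the values, the local-pooled-error test on the deposited table gave 1, 12 and 14 lower genes for these comparisons in turn, and without the median factor, also chosen after seeing the values, 2, 16 and 14.

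The paper states that its cardiac muscle contraction genes were significantly higher in ODNcap-F than in Ctrl-F, in Cap-F or in both groups. Limma called 0 of the 16 cardiac genes in ODNcap-F against Ctrl-F and 0 against Cap-F, although all 16 were higher in both comparisons, and the smallest value adjusted over the list alone was 0.0724. An unadjusted p called 11 and 0 of them, and the local-pooled-error test 15 and 8, on the intensities and on the deposited table alike. Fig. 5D has 86 colored boxes, and the change went the same way here in all 86. The figure was made from these arrays, so this is not independent evidence. In limma, 17 of these had an adjusted p under 0.05, 16 of them with a change over 2-fold. By its adjusted p alone, without a limit on the change, the local-pooled-error test on the deposited table gave the same call, colored or blank, in 86 of 96 boxes and the opposite call in 0.

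For Reg3g, which the paper names as upregulated in ODNcap-F alone, limma gave log2 fold changes of 1.96 against Ctrl-F and 2.58 against Cap-F with adjusted p of 0.839 and 0.521, and the local-pooled-error test called both. Of the 22 genes named in Fig. 5B, followed through the comparisons the figure gives for them, 47 of 50 values were higher by the brightest probe. The 3 others belong to Pygo2, in both of its comparisons, and Sh3tc2 in ODNcap-F against Cap-F, and a dimmer probe of each was higher. The local-pooled-error test on the deposited table called 43 of the 50. Fig. 5B too was made from these arrays.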

Other observations

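In this part, the test on the genes called between ODNcap-F and Ctrl-F and the lists for cartilage, basal cells, Schwann cells, alveolar cells and capillaries were chosen after the results had been seen.

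The cardiac genes were higher in ODNcap-F than in Ctrl-F, and tissue carried along in the lung sample and scaling were weighed as explanations. Scaling is argued against: the lowest median over the other normalizations was 1.20, and the median of all probes was -0.012. Skeletal muscle is argued against too, since 6 fast skeletal muscle genes (Mylpf, Tnnc2, Tnni2, Pvalb, Acta1 and Atp2a1) changed by a median of 0.031, with 4 higher. Differences from mouse to mouse in the amount of cardiac muscle in the sample, apart from the feed, stay open. The 14 cardiomyocyte genes that the paper does not name differed between the 2 mice labelled Cap-F, on the same feed, by 1.71 in their mean log2 level, and between ODNcap-F and Ctrl-F by 1.57. With values raised to the detection floor in 6 of the 14 genes, these became 1.06 and 0.98. Within Ctrl-F the 2 mice differed by 0.67 and within ODNcap-F by 0.54. The median of the 14 genes in ODNcap-F against Ctrl-F was 1.14, with 14 of 14 higher and an adjusted p of 0.330 from limma's fry. It was 0.59 with the values of these 6 genes at the floor, 0.46 with normexp, and 0.24 over the 7 genes of the deposited table. Without Ctrl-F mouse 1 it was 0.65, with 11 of 14 higher. Ventricular tissue cannot be told apart from atrial or venous cardiac muscle, because 1 of 4 ventricular genes was well above background: Myl3 was higher by 2.50, and by 2.28 with its values at the floor, while Myl2 stayed between 1.88 and 4.41 on the log2 scale. Central lung tissue in the ODNcap-F samples is open too, as the basal cell genes were higher by a median of 0.47, with 2 of 3 higher, but the cartilage genes changed by 0.068. The row of the slide and the feed cannot be told apart in this comparison. The feed, which the design names, stays open as an explanation and was not separated from these.

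The genes that differ between ODNcap-F and Ctrl-F may in part vary from mouse to mouse whatever the feed. Of 69 named genes that the local-pooled-error test called, 65 (94.2%) changed the same way from Cap-F mouse 1 to Cap-F mouse 2, where 95% of random draws of genes matched on expression gave 37.7% to 62.3%. Of the 58 with more than a 2-fold difference between the Cap-F mice, 57 did. Across genes, which are not independent replicates, the correlation of the changes was 0.634. Among the 86 named genes past an unadjusted p in limma, 71 (82.6%) changed the same way. If both mice labelled Cap-F belong to that group, which the probes they share leave open, the same axis of variation lies within 1 group and between groups. What causes it is not shown.

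The local-pooled-error test takes the spread of a gene from genes of similar intensity, and many of its calls could come from genes that vary more than those. On arrays simulated with no change but with a spread that differs from gene to gene, in 20 draws, it called a median of 220.5 genes (192 to 271) for ODNcap-F against Ctrl-F, beside 138 on the arrays. For ODNcap-F against Cap-F it called 221 (188 to 258), beside 112, and for Cap-F against Ctrl-F 220 (189 to 240), beside 150. Limma called a median of 0 and at most 2 on the simulated arrays. The simulation draws the spread of each gene from the distribution limma fitted, independent of intensity, so it bounds no single gene. It gave more calls than the arrays did, so it does not match their spread and gives no rate of false calls for them.

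Cfd, Cidec and Plin4 were higher in ODNcap-F than in Ctrl-F by 3.88, 1.86 and 1.04 on the log2 scale. If adipose tissue had been carried along, other adipocyte genes would rise as much. The 8 adipocyte genes that the paper does not show rose by a median of 0.75, with 6 of 8 higher and an adjusted p of 0.412 from limma's fry, and by 0.56 at the detection floor. Adipoq stood at 6.03 and 7.12 in ODNcap-F and was not well above background in Ctrl-F, whereas Lep changed by -0.11 and Aqp7 by -0.26, so adipose tissue cannot be told apart from induction within lung cells. In Cap-F against Ctrl-F the list changed by -0.038 and in ODNcap-F against Cap-F by 0.72. With 1 array left out, the former ran from -0.49 to 0.33 and the latter from 0.29 to 1.17. The median of 0.75 in ODNcap-F against Ctrl-F ran from 0.27 to 0.98 in the same way.

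For the genes that differ between Cap-F and Ctrl-F, sampling at another time of day would move the circadian clock genes, which changed by a median of 0.097, with 5 of 10 higher and an adjusted p of 0.797. Stress or handling would move the glucocorticoid response genes, which changed by -0.19, with 1 of 7 higher and an adjusted p of 0.471, and the immediate early genes, at -0.096 with 2 of 7 higher and 0.609. Neither explanation can be told apart from an effect of the particle with 2 mice per group and members that go both ways. Heat shock genes changed by -0.028, and Hspa1a stood at 11.77 and 12.00 in Ctrl-F, 10.19 and 10.31 in Cap-F, and 10.32 and 12.28 in ODNcap-F.

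Other lists, by their median log2 fold change in ODNcap-F against Ctrl-F and in Ctrl-F against NT, gave -0.025 and 3.07 for B and plasma cells and -0.090 and -1.90 for red blood cells. In Ctrl-F against NT the clock genes changed by -1.64, the club cell genes by -0.83 and the ciliated cell genes by -0.91. The adipocyte genes changed by -0.018, and by 0.086 with values of 3 genes at the detection floor. The other cardiomyocyte genes changed by -1.88, and by -1.41 with values of 6 genes at the floor. Over the alternatives their median lay between -2.15 and -0.56. Of the lists added later, alveolar type 1 cells gave 0.10 and -1.32, alveolar type 2 cells -0.0036 and -0.36, capillary endothelium 0.16 and -1.40, Schwann cells 0.0047 and -0.76, cartilage 0.068 and 0.80, and basal cells 0.47 and -0.059. The alveolar type 1 genes were higher in ODNcap-F than in Cap-F by 0.22, with 5 of 5 higher and an adjusted p of 0.0224 over the 36 tests of added lists.

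Among the genes of the lung quantitative PCR, Ifng was higher than in NT by 1.02 in Ctrl-F (adjusted p of 0.000965 in limma) and by 1.26 in ODNcap-F (0.000494), and differed by 0.23 between these (0.772). Il22ra1 was higher than in NT by 0.24 in Ctrl-F (0.0959), 0.49 in Cap-F (0.0107) and 0.33 in ODNcap-F (0.0386). Il22ra2 was at least 9.02-fold lower in Ctrl-F and at least 8.38-fold lower in ODNcap-F than in NT. Extl3 changed against NT by -0.67 in Ctrl-F (0.00173), by -0.55 in Cap-F (0.00415) and by -0.62 in ODNcap-F (0.00253), and differed by 0.050 between ODNcap-F and Ctrl-F (0.953). By quantitative PCR, which was not analysed here, the paper reports Il22ra1 lower in Ctrl-F and Cap-F than in NT and restored in ODNcap-F. It also reports Extl3 in ODNcap-F comparable to NT, and Ifng in ODNcap-F near baseline. The arrays differed on these points. They went the same way as the paper for Ifng higher and Extl3 lower in Ctrl-F than in NT. Il22 and Ctnna3 were not well above background on both arrays of any group. Corin, a member of the list of other cardiomyocyte genes, went against that list, higher by 5.37 in Ctrl-F than in NT. The smallest adjusted p in ODNcap-F against Ctrl-F, 0.0881, belonged to Unc13a (3.23 higher) and Alb (-1.56), named here after their values were seen.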
